# Genome-Wide Analysis of Gene Expression in Primate Taste Buds Reveals Links to Diverse Processes

**DOI:** 10.1371/journal.pone.0006395

**Published:** 2009-07-28

**Authors:** Peter Hevezi, Bryan D. Moyer, Min Lu, Na Gao, Evan White, Fernando Echeverri, Dalia Kalabat, Hortensia Soto, Bianca Laita, Cherry Li, Shaoyang Anthony Yeh, Mark Zoller, Albert Zlotnik

## Abstract

Efforts to unravel the mechanisms underlying taste sensation (gustation) have largely focused on rodents. Here we present the first comprehensive characterization of gene expression in primate taste buds. Our findings reveal unique new insights into the biology of taste buds. We generated a taste bud gene expression database using laser capture microdissection (LCM) procured fungiform (FG) and circumvallate (CV) taste buds from primates. We also used LCM to collect the top and bottom portions of CV taste buds. Affymetrix genome wide arrays were used to analyze gene expression in all samples. Known taste receptors are preferentially expressed in the top portion of taste buds. Genes associated with the cell cycle and stem cells are preferentially expressed in the bottom portion of taste buds, suggesting that precursor cells are located there. Several chemokines including CXCL14 and CXCL8 are among the highest expressed genes in taste buds, indicating that immune system related processes are active in taste buds. Several genes expressed specifically in endocrine glands including growth hormone releasing hormone and its receptor are also strongly expressed in taste buds, suggesting a link between metabolism and taste. Cell type-specific expression of transcription factors and signaling molecules involved in cell fate, including KIT, reveals the taste bud as an active site of cell regeneration, differentiation, and development. IKBKAP, a gene mutated in familial dysautonomia, a disease that results in loss of taste buds, is expressed in taste cells that communicate with afferent nerve fibers via synaptic transmission. This database highlights the power of LCM coupled with transcriptional profiling to dissect the molecular composition of normal tissues, represents the most comprehensive molecular analysis of primate taste buds to date, and provides a foundation for further studies in diverse aspects of taste biology.

## Introduction

Taste is fundamental for the selection of nutritious foods and rejection of poisonous or harmful substances [1]. In addition, taste plays a significant role in the hedonistic aspect of feeding. Loss of taste negatively impacts well being and is a significant morbidity factor in patients undergoing chemotherapy and radiation therapy [2]. The mouth contains thousands of specialized sensory taste buds. Each taste bud is made up of 50-100 cells classified historically by morphology and histology staining patterns into type I, II and III cells [3]. While less is known about the function(s) of type I cells, type II cells detect sweet, bitter and umami tastants via G protein-coupled receptors and type III detect sour tastants via ion channels [4], [5].

Characterization of gene expression in mammalian taste buds has largely been limited to rodents. Here, we report the results of a systematic and comprehensive survey of gene expression in taste buds isolated from a primate, the cynomolgus macaque (*Macaca fascicularis*). A close relative to humans that diverged 25 million years ago, the macaque represents a model system for human physiology, prefers a similar omnivorous diet, and shares an overall 93% genomic sequence identity (97.5% identity in orthologous genes). Sequencing of the macaque genome was recently completed [6] and used to construct a microarray based on the Human Genome U133 Plus 2.0 Array, thereby enabling expression analysis of over 47,000 macaque transcripts.

We report the identification of over 2,300 taste bud-associated genes, the majority of which have not been described previously in taste tissue, and numerous processes and pathways active in primate taste buds. The taste bud gene expression database forms the basis of more detailed studies to further explore taste biology in primates as well as humans.

## Results

### Generation of Primate Taste Bud Gene Expression Database

We used laser capture microdissection (LCM) [7], [8] to collect taste buds from fungiform (FG) papilla on the anterior tongue and circumvallate (CV) papilla on the posterior tongue of macaques (Figure 1). In FG papilla, one to three taste buds were observed immediately beneath the keratinized lingual surface whereas in CV papilla, numerous taste buds were observed along the inner walls of the clefts perpendicular to the lingual surface. Taste buds were readily identifiable in all sections used to collect samples and we estimate that the collected taste bud areas contained over 95% taste cells. Equivalent numbers of lingual epithelial cell areas were collected from surface epithelium immediately surrounding both FG and CV papilla (Figure 1D-F).

**Figure 1:**
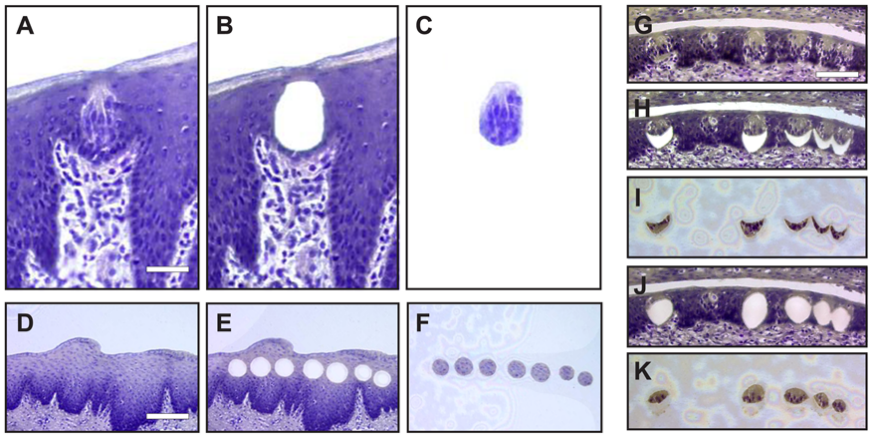
LCM of macaque taste tissue. Intact FG papilla section (A), residual tissue after LCM (B), and isolated FG taste bud area (C). Intact LE section (adjacent to FG papilla) (D), residual tissue after LCM (E), and isolated LE areas (F). (G–K) Collection of top and bottom TB fractions by LCM. Intact CV papilla section (G), section with bottom fraction removed (H), isolated bottom fraction (I), section with top fraction removed (J), and isolated top fraction (K). Scale bar is 20 µm in A and represents panels A–C, 40 µm in D and represents panels D–F, and 40 µm in G and represents panels G–K.

To identify taste bud-associated genes, we compared gene expression between isolated taste buds and lingual epithelium lacking taste buds. Since taste cells are specialized neuroepithelial cells, we focused on genes expressed at significantly higher levels in taste buds versus adjacent non-gustatory lingual epithelium. This allowed us to eliminate genes expressed in both locations and to identify genes involved in pathways and processes specific to taste.

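Many genes separated macaque taste buds from the surrounding lingual epithelium (LE). Far above LE were the voltage-gated sodium channel SCN3A (at least 83.6-fold in FG taste buds, higher in 6 of 6 animals) and the phospholipase PLCD4 (at least 151-fold in CV taste buds, higher in 4 of 4). Others lay far below LE. The protease TMPRSS11E had a log2 change of -8.31 ± 0.54 in CV taste buds (adjusted p = 2.28e-08), and the chemokine CXCL17 -8.45 ± 0.33 in FG taste buds (adjusted p = 5.11e-11), each ± standard error. CV taste buds had 2398 probe sets higher and 1406 lower than LE, and FG taste buds 2103 higher and 1203 lower. The cells came by laser capture from the tongues of 6 cynomolgus macaques, and the RNA was amplified and hybridized to the Affymetrix Rhesus macaque array. All 6 animals gave FG taste buds and the LE adjacent to FG papillae. Animals 1, 3, 4 and 5 also gave CV taste buds and the LE adjacent to CV papillae. Both epithelia were pooled into 1 LE group, as the methods pool them. The authors normalized the arrays with GC-RMA, and the deposited values are linear intensities in arbitrary units for 52024 probe sets. The median of an array was 13.57 to 15.23 units in CV taste buds, 13.73 to 14.77 in FG taste buds, 14.12 to 15.63 in LE adjacent to CV papillae and 14.59 to 16.75 in LE adjacent to FG papillae. The number of arrays limits the precision of every value. The 26176 probe sets with at least 25 units in at least 4 of the 20 samples were tested on the log2 scale with limma, with the animal as a block. A log2 change is the difference between group means in that fit. Counts of called probe sets take those with an adjusted p (Benjamini-Hochberg) of at most 0.05 and a change of at least 5-fold, while single genes and members of gene lists are judged by the adjusted p alone. Because most LE levels are near background, folds compare the geometric means of the groups, outside the fit, with every value under 25 units raised to 25. They are lower bounds, given as "at least", only where values of the dimmer group were raised and the ratio of arithmetic means is not smaller. For a gene with several probe sets, the values are those of the probe set that Table S2 lists, or otherwise of the one with the highest mean log2 intensity over all samples, except where a probe set is named. Gene lists take the brightest probe set that the array's annotation gives the gene, so a member can rest on another probe set than its named value. The split into higher and lower depends on scaling. With each array centred on its median, CV taste buds had 1820 higher and 1909 lower (48.8% higher instead of 63%), and FG taste buds 1529 and 1669 (47.8% instead of 63.6%). The medians of the tested values were shifted by 0.34 log2 in CV and 0.36 in FG taste buds. The median log2 change over tested probe sets was only -0.05 in CV and 0.02 in FG taste buds. The middle probe set thus hardly changed before centring.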

In the first set of microarray experiments, we generated gene expression data from ten lingual epithelium (LE) samples and ten taste bud (TB) samples - six from FG papilla and four from CV papilla. All CV samples were collected from macaques also used to generate FG samples. We collected 4,700–6,400 estimated cells per sample that yielded sufficient total RNA for use in our GeneChip analyses (see Table S1). Cell numbers were calculated by counting cells in each taste bud area and multiplying by the number of taste buds collected. The resulting expression data files (.cel files) were uploaded to GeneSpring GX software for analysis. Features were background corrected and quantile normalized using GC-RMA [9], and GC-RMA normalized data were used to identify TB-associated genes.

During histological analyses of a set of TB-associated genes identified from this first microarray set, we discovered that certain transcripts were specifically enriched in cells located at the bottom of the taste bud, suggesting divergent gene expression between the top and bottom portions of taste buds. This observation prompted us to collect a second set of LCM samples isolated from either the top (n = 4) or bottom (n = 4) fractions of CV TB (Figure 1G–K). These samples (n = 8) were obtained from different macaques than those from the first experiment and processed separately for microarray analyses (Table S1). 

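The matrix glycoprotein gene TNC was measured at 1516 ± 139 units in the bottom fraction and 29.98 ± 3.74 in the top fraction (SD, n = 4 each). The metalloproteinase MMP7 showed the opposite order in 4 of 4 animals, and its probe sets differ in size. That of Table S2 was 3.02-fold higher in the top fraction (adjusted p = 0.0435 from limma), and the one that only the array's annotation names MMP7 14.9-fold (adjusted p = 0.0319). Animals 7, 8, 9 and 10, none of which is in the earlier set, each gave 1 top and 1 bottom sample, so that 8 arrays form this set. The normalization by the authors and the unit are those of the earlier arrays. The median of an array was 13.99 to 14.33 units in the top and 14.39 to 15.09 in the bottom fraction. Between 39.4% and 40.8% of probe sets reached 25 units in bottom samples, and 39.9% to 40.4% in top samples. The fractions were compared within animals over 21167 probe sets, with 3 residual degrees of freedom. Each fraction was also compared with LE over all 28 samples and 27751 probe sets, with the animal as a random block (correlation 0.013). In that fit 2982 probe sets were higher and 1168 lower in the top fraction than in LE, and 2592 and 1262 in the bottom fraction. The LE samples belong to the other array set, so these counts hold any difference between the array sets. The medians of the tested values were shifted by 0.62 log2 for the top and 0.49 for the bottom fraction against LE. The median log2 changes over tested probe sets were smaller, 0.2 and 0.1. How the split into higher and lower depends on the shift of the medians was not tested.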

Gene expression data were combined with the first set of 20 samples to yield a 28 sample data set. We re-normalized all 28 samples using the GC-RMA algorithm. All 28 samples passed data quality control parameters with a mean +/− SD % present call of 41±9%. 

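Taste buds and lingual epithelium had the most different expression profiles of all the groups, and whole and fractionated taste buds came next. On the first principal component the 10 LE samples lay at -220.2 to -96.7, the 10 whole FG and CV taste bud samples at 73.9 to 100 and the 8 top and bottom CV samples at 85.7 to 121.4. This component held 42% of the variance of log2 intensities over 27751 probe sets. The other axis of separation was between whole taste buds, at -87.6 to -30 on the second component, and the fractions, at 41.7 to 89.9, with LE between them at -7.8 to 20.1. It held 7.6% of the variance. A silhouette width compares a sample's distance to its own cluster with that to the nearest other one, and 1 is the most separate. Distances were taken on the first and second components only. The clusters were the sample groups named above (LE, whole taste buds and fractions), so the width restates the separation on these components. Its lowest value among the 28 samples was 0.59 and its mean 0.8. With probe sets scaled to unit variance the lowest was 0.39 and the mean 0.81. The whole taste buds and the fractions come from different array sets and different animals, so that the second component cannot be assigned to the tissue or to the array set.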

Principal component analysis showed three clusters: LE samples, FG TB and CV TB samples from the first microarray set, and top and bottom CV TB samples from the second microarray set (clustered adjacent to the whole TB samples) (Figure S1). These observations are consistent with distinct patterns of gene expression between TB and LE samples.

TB-associated genes were identified in a multi-step process. First, we eliminated poorly performing probe sets (those with a mean intensity ≤25 in TB samples). Then using a series of pairwise comparisons between different sample sets we calculated fold change and p values (Student's *t*-test). The pairwise comparisons were: CV TB versus LE, FG TB versus LE, CV TB top versus LE, and CV TB bottom versus LE. Finally we selected probe sets representing genes significantly expressed at specific sites using the following inclusion values: expression ratio ≥5-fold, p value ≤0.05 to generate a TB-associated probe set list. The list of TB-associated probe sets was then extensively annotated by reference to the human genome and RefSeq database. Database annotation included: probe set ID, gene title, gene symbol, pairwise comparisons with corresponding p-values, known or predicted location of gene product, and functional classification of gene product. Finally, redundant probe sets were removed resulting in a database that contained 2,382 TB-associated genes. 

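Several cell programs differed between taste buds and LE. Higher in both taste bud types were bitter receptors, the transduction genes of type II cells, neuronal adhesion genes and developmental regulators. Differentiated keratinocyte markers were lower as a list. In CV taste buds, 15 of 18 differentiated keratinocyte markers were lower and none was higher, with a mean log2 change of -4.96 (adjusted p = 2.13e-10 from camera with a preset correlation between genes). Adjusted over the list alone, 16 were lower and 1 higher. In FG taste buds 15 were lower and KRT16, a keratin of activated epithelium, was higher (log2 change 1.40 ± 0.46, adjusted p = 0.0235). Involucrin (IVL) had a log2 change of -7.37 ± 0.45 in CV taste buds and -7.35 ± 0.39 in FG taste buds, below LE in every animal. The arginase gene ARG1 had -8.26 ± 0.50 and -7.76 ± 0.43. Type II transduction genes were higher for 6 of 10 in CV (7 adjusted over the list alone, adjusted p = 4.34e-06) and for 8 in FG taste buds (adjusted p = 1.39e-06). Developmental genes named by the study were higher for 13 of 19 in CV and 14 in FG taste buds, but the study chose them on these samples, so they are not independent evidence. With a correlation estimated from the data these list calls held, as did those of taste receptors, bitter receptors, neuronal adhesion and synaptic genes against LE. Type I cell genes did not move together in CV taste buds (adjusted p = 0.918), where their mean change was 0.73 and their median -0.27. Counting each gene symbol once, 2908 genes from 4342 probe sets were associated with taste buds in at least 1 of the 4 comparisons with LE. They comprised 1774 in CV taste buds, 1550 in FG taste buds, 2212 in the top and 1920 in the bottom fraction, the fractions being compared across array sets. With the methods' t-test, which is paired, unadjusted and at their threshold, 887 genes were associated with CV taste buds. The p-values printed in Table 1 of the study mostly match an unpaired test with unequal variances instead (69 of 72, against 9 for the paired test). Set against its own adjacent epithelium, each taste bud type shared 1399 higher probe sets with the other, where 203.3 would be shared by chance, and 794 lower ones, where 75.9 would be.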

The complete TB-associated gene database is shown in Table S2.

### Expression of Taste Receptor Genes

Humans have ∼30 known taste receptor/candidate taste receptor genes: TAS1R1 (umami), TAS1R2 (sweet), TAS1R3 (umami and sweet co-receptor); PKD2L1 and PKD1L3 (candidate sour), and 25 TAS2Rs (bitter). 

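Bitter receptors stood out against LE, in which almost all of them were near background. They are G protein-coupled receptors that bind bitter compounds in type II taste cells. TAS2R4 was at least 10.8-fold higher in CV and at least 9.02-fold higher in FG taste buds, in 4 of 4 and 6 of 6 animals. TAS2R10 stood at 13.3-fold and 6.86-fold, and the sour cell channel PKD2L1 at 14.3-fold and 7.82-fold, counted the same way. Of 24 taste receptor genes named on the array, 12 were bright enough to test. In CV taste buds 10 of these were higher and none was lower, with a mean log2 change of 3.88 (adjusted p = 6.48e-09 from camera). In FG taste buds 10 were higher (11 adjusted over the list alone), with a mean of 3.13 (adjusted p = 3.32e-07). TAS2R50 had a log2 change of 3.77 ± 0.37 in CV (adjusted p = 1.63e-06) and 4.21 ± 0.32 in FG taste buds (adjusted p = 7.87e-08). TAS2R16 changed by 1.92 ± 0.50 in CV taste buds (adjusted p = 0.00715), a call lost without animal 4 (adjusted p from 0.0015 to 0.0788 over 8 alternative settings), and by 1.23 ± 0.43 in FG taste buds (adjusted p = 0.0312), a call lost with values raised to 25 units and without animal 2, 4 or 5 (adjusted p from 0.0101 to 0.283 over 8 alternative settings). That of TAS2R8 in FG taste buds (2.74 ± 0.36, adjusted p = 2.73e-05) was lost with values raised (adjusted p from 1.09e-06 to 0.0514 over 8 alternative settings). TAS2R1, TAS2R3, TAS2R5, TAS2R7, TAS2R38, TAS2R39 and TAS2R49 were among the receptors too dim to test in whole taste buds.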

The Affymetrix Rhesus macaque array contains probe sets corresponding to 26 of these genes, summarized by their TB versus LE expression ratios in Table 1. 

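The umami receptor subunit TAS1R1 and the sweet receptor subunit TAS1R2 were both brighter in FG than in CV taste buds, and the difference passed the test for TAS1R1 alone. The proteins pair with TAS1R3, which could not be named on the array. TAS1R1 was measured at 401.7 ± 67.4 units in FG (SD, n = 6) and 66.09 ± 33.8 units in CV taste buds (SD, n = 4). TAS1R2 was dimmer, at 50.36 ± 24.7 and 19.51 ± 7.94 units. TAS1R1 was lower in CV than in FG taste buds in 4 of 4 animals that gave both, with a log2 change of -2.88 ± 0.46 (adjusted p = 0.0067 from limma). Without animal 4 this call was lost (adjusted p from 0.000901 to 0.0637 over 8 alternative settings). Relative to LE, TAS1R1 was at least 11.8-fold higher in FG taste buds in 6 of 6 animals, and in CV taste buds its log2 change of 0.81 ± 0.41 did not pass the test (adjusted p = 0.129), although it did without animal 1 (adjusted p from 0.00867 to 0.446 over 8 alternative settings). TAS1R2 was also lower in CV taste buds in 4 of 4 animals, by a log2 change of -1.34 ± 0.39, which did not pass the test (adjusted p = 0.159). It was above LE in FG taste buds in 6 of 6 animals (log2 change 2.10 ± 0.30, adjusted p = 7.2e-05). Its CV level lies under 25 units, so the size of its difference is poorly measured.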

We observed higher expression of TAS1R1 and TAS1R2 in FG TB than in CV TB. In contrast, expression of most TAS2R genes was higher in CV TB compared to FG TB with TAS2R13 exhibiting the highest differential.

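TAS2R13 was measured at 180.7 ± 154 units in CV taste buds (SD, n = 4) and 7.443 ± 2.18 in FG taste buds (SD, n = 6), the latter near background. With low values raised this is at least 5.54-fold, and the level was higher in CV in 4 of 4 animals (log2 change 4.14 ± 0.46, adjusted p = 0.000242). TAS2R43 and TAS2R14 were also higher in CV taste buds, by log2 changes of 2.97 ± 0.46 (adjusted p = 0.00564) and 3.08 ± 0.65 (adjusted p = 0.0387). TAS2R43 lost its call without animal 3 (adjusted p from 0.00182 to 0.061 over 8 alternative settings), and TAS2R14 without animal 1, 3, 4 or 5 (adjusted p from 0.0219 to 0.2 over 8 alternative settings). TAS2R14 varied widely among FG samples, 764.7 ± 734 units (SD, n = 6). TAS2R8 was higher in 3 of 4 animals, and its log2 change of 2.02 ± 0.47 did not pass (adjusted p = 0.0579), though it did without an animal block, with values raised to 25 or without animal 4 (adjusted p from 0.0136 to 0.321 over 8 alternative settings). For TAS2R42, TAS2R10, TAS2R4 and TAS2R16 the changes ranged from 0.28 to 1.04 and none passed. TAS2R50 lay in the other direction, at -0.44 ± 0.41. TAS2R48 did not pass either (adjusted p from 0.136 to 0.662 over 8 alternative settings). As a list the bitter receptors had a mean log2 change of 1.38, with 2 of 9 higher (4 adjusted over the list alone). Camera gave an adjusted p of 2.85e-06 with a preset correlation, adjusted p = 0.0567 with an estimated correlation, and from 2.2e-07 to 0.0567 over 10 alternative settings. The list test takes the probe sets named by the array's annotation, and that of TAS2R14 was too dim to test here.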

**Table 1:** Gene expression data for known taste receptor genes.

GENE TITLE	GENE SYMBOL	Type	Ratio CV vs. LE	p value CV vs. LE	Ratio FG vs. LE	p value FG vs. LE	Ratio CV_T vs. CV_B	p value CV_T vs. CV_B
polycystic kidney disease 1-like 3	PKD1L3	Sour	ND	ND	ND	ND	ND	ND
polycystic kidney disease 2-like 1	PKD2L1	Sour	16.95	0.0075	9.45	0.0012	2.85	0.0115
taste receptor, type 1, member 1	TAS1R1	Umami	1.95	0.1510	11.84	0.0000	2.73	0.0848
taste receptor, type 1, member 2	TAS1R2	Sweet	1.73	0.1269	4.46	0.0115	3.72	0.0387
taste receptor, type 1, member 3	TAS1R3	Co-receptor	ND	ND	ND	ND	ND	ND
taste receptor, type 2, member 1	TAS2R1	Bitter	1.22	0.5092	0.77	0.0425	1.24	0.0572
taste receptor, type 2, member 3	TAS2R3	Bitter	0.97	0.8095	1.00	0.9444	1.24	0.2648
taste receptor, type 2, member 4	TAS2R4	Bitter	41.63	0.0134	34.88	0.0008	1.77	0.0321
taste receptor, type 2, member 5	TAS2R5	Bitter	0.80	0.0787	0.75	0.0121	1.55	0.1448
taste receptor, type 2, member 7	TAS2R7	Bitter	7.90	0.3310	1.91	0.0498	4.22	0.0673
taste receptor, type 2, member 8	TAS2R8	Bitter	31.05	0.0511	7.18	0.0068	5.28	0.0059
taste receptor, type 2, member 9	TAS2R9	Bitter	1.06	0.6292	1.15	0.4684	1.46	0.3786
taste receptor, type 2, member 10	TAS2R10	Bitter	30.76	0.0044	20.29	0.0122	6.01	0.0310
taste receptor, type 2, member 13	TAS2R13	Bitter	25.56	0.1093	1.05	0.7620	8.50	0.0792
taste receptor, type 2, member 14	TAS2R14	Bitter	609.11	0.0010	135.57	0.0523	2.14	0.0035
taste receptor, type 2, member 16	TAS2R16	Bitter	4.77	0.1754	2.75	0.0345	8.76	0.0159
taste receptor, type 2, member 38	TAS2R38	Bitter	0.81	0.1508	0.86	0.2737	1.46	0.1289
taste receptor, type 2, member 39	TAS2R39	Bitter	5.56	0.2110	2.03	0.0899	3.94	0.0003
taste receptor, type 2, member 40	TAS2R40	Bitter	1.11	0.5487	1.31	0.1024	0.99	0.9819
taste receptor, type 2, member 41	TAS2R41	Bitter	1.10	0.7175	1.14	0.4309	1.33	0.1423
taste receptor, type 2, member 42	TAS2R42	Bitter	151.50	0.0019	107.25	0.0005	3.48	0.0003
taste receptor, type 2, member 43	TAS2R43	Bitter	14.78	0.0445	2.19	0.1445	5.89	0.0054
taste receptor, type 2, member 44	TAS2R44	Bitter	1.34	0.0292	1.40	0.0013	2.63	0.1855
taste receptor, type 2, member 45	TAS2R45	Bitter	ND	ND	ND	ND	ND	ND
taste receptor, type 2, member 46	TAS2R46	Bitter	3.70	0.0211	1.53	0.0485	0.92	0.7568
taste receptor, type 2, member 47	TAS2R47	Bitter	ND	ND	ND	ND	ND	ND
taste receptor, type 2, member 48	TAS2R48	Bitter	27.42	0.0062	11.27	0.0129	2.32	0.0879
taste receptor, type 2, member 49	TAS2R49	Bitter	5.02	0.3327	1.22	0.5023	6.49	0.0003
taste receptor, type 2, member 50	TAS2R50	Bitter	15.40	0.0946	20.53	0.0045	4.59	0.0616
taste receptor, type 2, member 60	TAS2R60	Bitter	3.36	0.4111	1.33	0.3660	1.15	0.6358

Average expression values from circumvallate taste bud (CV), fungiform taste bud (FG), CV TB top fraction (CV_T), CV TB bottom fraction (CV_B), and non-gustatory LE (LE) samples were used to calculate expression ratios. Corresponding p values were generated using two-sample paired t-tests. TAS1R3 is a co-receptor with TAS1R1 or TAS1R2; ND, not determined (gene not represented on array).

### Gene Expression Differences in Top and Bottom TB Fractions

We sought to identify genes expressed exclusively or predominantly in the bottom or top portions of CV TB. A total of 159 TB-associated genes exhibited intra-TB expression differences (≥5-fold CV TB bottom versus CV TB top ratio or ≥5-fold CV TB top versus CV TB bottom ratio, p value ≤0.05): 79 genes in the CV TB bottom fraction (Table S3) and 80 genes in CV TB top fraction (Table S4). 

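As lists, matrix, cell cycle and fibroblast genes were higher in the bottom fraction and bitter receptors in the top fraction with camera's preset correlation, and none of the lists passed with an estimated one. The ganglioside synthase ST8SIA1 was at least 12.1-fold higher in the top in 4 of 4 animals (log2 change 4.22 ± 0.37, adjusted p = 0.0235). The prohormone convertase PCSK2 was higher there too (log2 change 2.82 ± 0.31, adjusted p = 0.0235). KRT9, a keratin, and DKK3, a secreted Wnt modulator, were lower in the top, with log2 changes of -4.86 ± 0.42 and -4.24 ± 0.49 (adjusted p = 0.0235 for each), in 4 of 4 animals each. Limma called 108 probe sets higher and 135 lower in the top fraction. Among genes above LE, 59 were higher in the bottom and 63 in the top fraction, counting each symbol once. These calls rest on 4 animals. Without any one animal at most 1 probe set was called. Since 3 animals leave too few degrees of freedom for almost any call, these fits do not test single genes. The methods' t-test called 83 higher and 97 lower at the methods' unadjusted threshold and 0 and 0 after Benjamini-Hochberg, and limma gave 4375 at an unadjusted p under 0.05. With arrays centred on their medians the calls were 82 higher and 171 lower (32.4% higher instead of 44.4%), the medians of the tested values being shifted by 0.13 log2. Without the filter on dim probe sets there were 19 and 23.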

The most abundant functional class of genes in the CV TB bottom fraction encoded extracellular matrix (ECM) proteins (n = 18), indicating that basal taste bud cells may actively secrete matrix components and participate in basement membrane formation. 

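In the bottom fraction the small proteoglycan decorin (DCN) was 14.9-fold higher than in the top (log2 change of top against bottom -3.90 ± 0.24, adjusted p = 0.0133), in 4 of 4 animals. Periostin (POSTN), collagen COL1A2, fibulin FBLN1 and the fibulin-like EFEMP1 were also higher in the bottom, by 10.8-fold, 6.15-fold, 6.17-fold and 7.61-fold. TNC, which encodes tenascin, had the largest change, -5.66 ± 0.25 (adjusted p = 0.00457). With 1 animal left out the change of DCN stayed between -3.94 and -3.84. By a brighter probe set, the one in the gene lists, the change of DCN was smaller, -2.59 (adjusted p = 0.0338). Of the 18 genes in this class of Table S3, 14 could be named and tested here. All 14 were higher in the bottom, 10 of them called, with a median fold of 5.78. The study chose these genes on the same samples, so they are not independent evidence. A list of 46 matrix genes fixed beforehand had 28 members tested. Among them are TNC, DCN, EFEMP1, FBLN1, COL1A2, DPT, COL6A3 and LUM of the Table S3 class, so the list is not independent of it. In the top fraction 14 of the 28 were lower and 1, THBS2, was higher (17 and 1 adjusted over the list alone). THBS2 did not pass without an animal block. Camera gave an adjusted p of 2.46e-15 with a preset correlation, adjusted p = 0.165 with an estimated correlation, and from 5.48e-19 to 0.165 over 8 alternative settings. The mean difference of the list was negative in each animal, from -1.82 to -1.13. Fibroblast markers were lower in the top as well, 6 of 10 (8 adjusted over the list alone, mean -1.95, adjusted p = 7.41e-10, adjusted p = 0.219 with an estimated correlation, and from 8.38e-12 to 0.219 over 8 alternative settings).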

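Many genes of DNA replication and mitosis were brighter in the bottom of the CV taste bud than in its top. Their list did not pass with an estimated correlation. The topoisomerase TOP2A was measured at 519.2 ± 99.6 units in the bottom and 41.81 ± 46.8 in the top fraction (SD, n = 4 each), where animal 9 alone was above the others. In the bottom securin (PTTG1) was 14.4-fold higher and thymidylate synthase (TYMS) at least 10.8-fold, each in 4 of 4 animals. Cyclin B2 (CCNB2) changed by -3.45 ± 0.28 in the top relative to the bottom (adjusted p = 0.0235). Of 30 cell cycle genes in a list fixed beforehand, 14 were lower in the top and none was higher (25 and 1 adjusted over the list alone). The mean log2 change was -2.02 (adjusted p = 2.64e-23 from camera, adjusted p = 0.165 with an estimated correlation, and from 1.02e-23 to 0.165 over 8 alternative settings). Of 12 cell cycle genes in Table S3, 9 were tested and all were higher in the bottom, 8 of them called. These were selected on the same arrays and add no independent evidence. Of them, TOP2A, PTTG1, CCNB2, UHRF1, AURKB and MCM5 are also members of the list fixed beforehand. In whole taste buds the same list did not differ from LE. Its mean change was 0.61 in CV (adjusted p = 0.445) and 0.40 in FG taste buds (adjusted p = 0.79). The bottom fraction alone was above LE, with 25 of 34 genes higher (adjusted p = 6.17e-05, adjusted p = 0.13 with an estimated correlation), a comparison across array sets.

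**Figure D1:**
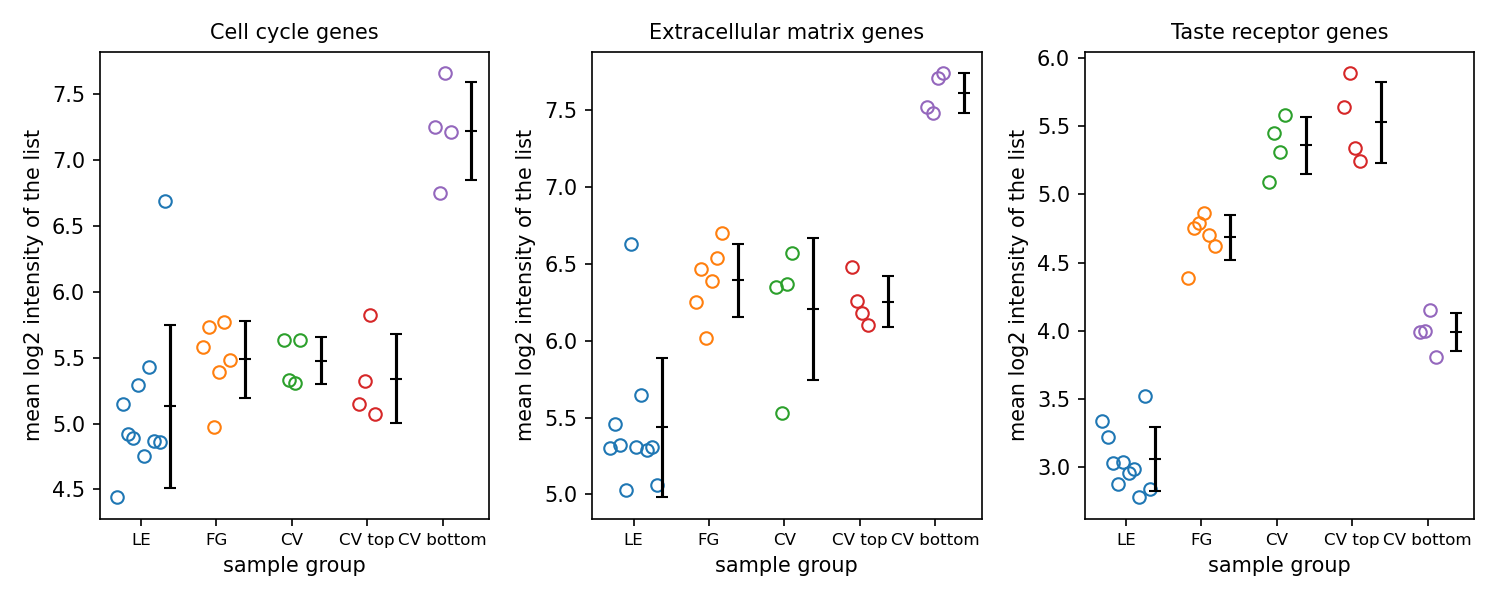
Each panel plots the mean log2 intensity of the genes of 1 list, which are cell cycle, extracellular matrix and taste receptor genes, for every sample (open circles) of LE (n = 10), FG taste buds (n = 6), CV taste buds, CV top and CV bottom (n = 4 each). Dashes and bars beside the circles are group means and standard deviations. Every bottom sample is above every top sample for cell cycle and matrix genes.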

The next most abundant functional class was cell cycle genes (n = 12), indicating active cell division at the bottom of the taste bud. In contrast, only two ECM genes and no cell cycle genes were identified in the CV TB top fraction. Instead, the CV TB top fraction preferentially expressed many genes associated with signaling (7 receptors and 4 signaling components), metabolic processes (13 enzymes), and, importantly, taste (5 taste receptors). 

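The somatostatin receptor SSTR1, the interleukin 17 receptor subunit IL17RB, the adrenergic receptor ADRA1A and the thrombin receptor F2R were each higher in the top fraction in 4 of 4 animals. Their log2 changes were 2.89 ± 0.53 (adjusted p = 0.0466), 2.71 ± 0.25 (0.0235), 2.69 ± 0.50 (0.0485) and 2.61 ± 0.43 (0.0382). These were the 4 that passed among the 7 genes of the receptor class of Table S4, whose median fold was 6.11. All 12 tested genes of the enzyme class were higher in the top (7 of them with at least 5-fold and passing, median fold 5.91), as were all 4 of the signaling class (2 with at least 5-fold and passing). The 5 taste receptors of that table, TAS2R8, TAS2R10, TAS2R16, TAS2R43 and TAS2R49, all passed, TAS2R8 with a log2 change of 2.41 ± 0.29 and TAS2R49 with 3.12 ± 0.51. With values raised to 25 units the change of TAS2R49 was 0.86 and its call was lost (adjusted p = 0.111). The study chose the genes of all these classes on the same samples. Among lists fixed beforehand, 6 tuft and chemosensory cell genes had a mean change of 1.47, with 2 higher, IL17RB and TRPM5 (5 adjusted over the list alone, adjusted p = 0.000995, adjusted p = 0.219 with an estimated correlation, and from 0.000202 to 0.219 over 8 alternative settings). Synaptic and neurotransmitter receptor genes had a mean of 1.33, with 2 of 9 higher, PCSK2 and ADORA2B (4 adjusted over the list alone, adjusted p = 0.000995, adjusted p = 0.165 with an estimated correlation, and from 0.000174 to 0.165 over 8 alternative settings). The list holds another ADRA1A probe set than the one given above, and that one is not among the 2. IL17RB and PCSK2 are also in Table S4. The channel TRPM5 of type II cells had a change of 1.53 ± 0.25 (adjusted p = 0.0382).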

A comparison of expression of all taste receptor genes represented on the array indicates that taste receptor genes are expressed at higher levels in the top fraction with a mean top versus bottom ratio of 3.3 (Table 1). 

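All 24 taste receptors with a name here had a higher mean in the top than in the bottom fraction. TAS2R44 and TAS2R46 of the paper's Table 1 are not named here, and the paper's ratio puts TAS2R46 lower in the top. The mean ratio here thus rests on a different set of receptors than the paper's. TAS2R40 ranged from -0.07 to 0.36 log2 over the animals and TAS2R60 from -0.56 to 1.18. The mean ratio over receptors was 3.651 (SD 2.443), from the mean log2 difference of 4 animals, or 3.571 from arithmetic means. In animals 7, 8, 9 and 10 the mean ratio was 4.32, 5.4, 3.06 and 3.79, with 23, 23, 22 and 22 receptors higher in the top. The direction held in 4 of 4 animals, which an exact two-sided sign-flip test places at p = 0.13, the smallest that 4 animals allow. Some receptors were near background in both fractions. TAS2R16 had a log2 change of 3.06 ± 0.28 (adjusted p = 0.0235 from limma), and TAS2R10, TAS2R13, TAS2R42 and TAS2R43 lay between 1.82 and 2.92. PKD2L1, which marks sour cells, was 2.82-fold higher (adjusted p = 0.0395). TAS1R1 (log2 change 1.43 ± 0.45, adjusted p = 0.15) and TAS2R4 (0.92 ± 0.28, adjusted p = 0.135) did not pass. Of 13 receptors tested as a list, 9 were higher (13 adjusted over the list alone), with camera's adjusted p at 3.18e-11, adjusted p = 0.165 with an estimated correlation, and from 3.2e-12 to 0.165 over 8 alternative settings. TAS2R13, TAS2R39 and TAS2R49 lost their calls with values raised to 25 units. For TAS2R14 the ratio takes the probe set that the array's annotation names, too dim to test, while that of Table S2 gave 1.17 ± 0.27 (adjusted p = 0.0728). From this ratio the paper proposes that other taste receptor genes will be expressed in the same way.

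**Figure D2:**
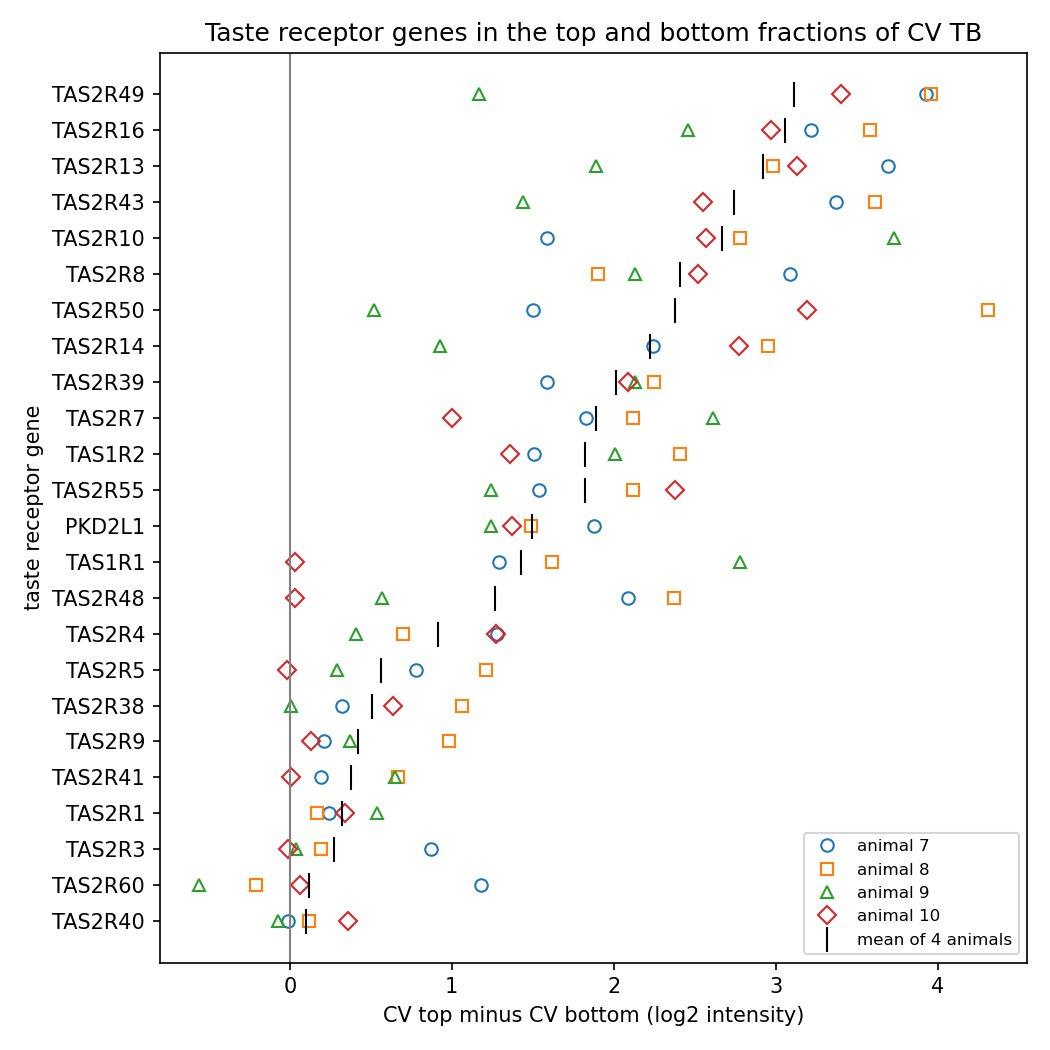
The horizontal axis is the log2 intensity in the top minus that in the bottom fraction, and the vertical axis lists the 24 taste receptor genes ordered by their mean. Each symbol is 1 of 4 animals and each vertical tick the mean of the 4. All ticks lie right of 0, the line of equal levels.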

We propose that expression of novel taste receptor genes will also follow this pattern and be enriched in the top fraction of taste buds. Indeed, these data allowed us to identify a set of novel taste bud-associated genes that may encode taste receptors.

### The Top 50 Taste Bud-Associated Genes

Genes with the highest differential expression in TB relative to LE were identified. Tables 2 and 3 list the 50 top genes relative to either CV (Table 2) or FG samples (Table 3). 

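SLC35F1, a solute carrier of unknown substrate, and PDE1C, a calcium-dependent phosphodiesterase, were among the 10 largest increases over LE in both taste bud types, counting 1 probe set per symbol. In CV taste buds SLC35F1 was at least 140-fold higher (log2 change 8.98 ± 0.33, adjusted p = 4.19e-11) and PDE1C changed by 8.91 ± 0.41. SLC35F1 was at least 84.8-fold and PDE1C at least 71.6-fold higher in FG taste buds. MMP7 ranked high in CV taste buds only, at 8.48 ± 0.34 against 6.53 ± 0.29 in FG taste buds. Its difference between the sites was 1.95 ± 0.37 (probe set MmugDNA.27675.1.S1_at, adjusted p = 0.0215). AVIL, an actin-binding protein of tuft cells, was at least 101-fold and 93.8-fold higher, and the receptor tyrosine phosphatase PTPRD at least 92-fold and 38.4-fold. Each of these genes was higher than LE in all 4 animals with CV and all 6 with FG taste buds. No call against LE was lost when 1 animal was left out. The array's annotation names the probe set of PDE1C as NIF3L1, whereas Table S2 names it PDE1C.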

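Transduction genes of type II taste cells were among the most specific genes of macaque taste buds. GNAT3 encodes gustducin, the G protein alpha subunit coupled to sweet, bitter and umami receptors. It was measured at 1918 ± 298 units in CV (SD, n = 4), 3316 ± 858 in FG taste buds (SD, n = 6) and 5.58 ± 1.27 in LE (SD, n = 10). Against LE it was at least 76-fold higher in CV and 129-fold higher in FG taste buds. GNG13, its gamma partner, was measured at 4391 ± 904 units in CV and 4258 ± 665 in FG taste buds. The log2 changes of GNB3 were 6.67 ± 0.28 in CV (adjusted p = 2.11e-10) and 6.76 ± 0.25 in FG taste buds (adjusted p = 2.39e-11), and those of PLCB2, the phospholipase of the pathway, 7.19 ± 0.35 (9.34e-10) and 6.63 ± 0.31 (3.09e-10). TAS2R14 was the most enriched taste receptor in CV taste buds, at 3436 ± 536 units against 5.64 ± 1.29 in LE, at least 136-fold. Its level was also higher in FG taste buds, at least 16.9-fold higher. TAS2R42 was at least 32.3-fold and 22.1-fold higher. All 6 genes were higher than LE in every animal, and limma's call held when any animal was left out. Between the sites only TAS2R14 passed the test, a call lost without animal 1, 3, 4 or 5 (adjusted p from 0.0219 to 0.2 over 8 alternative settings). GNAT3 was brighter in FG taste buds in 4 of 4 animals, with a log2 change of -0.73 ± 0.28 (adjusted p = 0.337).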

Six genes known to be involved in taste signaling are included in this list: two taste receptors (TAS2R14 and TAS2R42), three heterotrimeric G protein subunits (GNAT3, GNB3, and GNG13), and a phospholipase (PLCB2) all of which participate in sweet, bitter, and umami taste signaling [10], [11]. Surprisingly, the top taste bud associated gene encodes a chemokine, CXCL14. 

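CXCL14 is a chemokine that epithelia express constitutively. Among tested probe sets that carry a gene name, CXCL14 (probe set MmuSTS.1894.1.S1_at) had the largest log2 change against LE in both taste bud types, 9.78 ± 0.34 in CV (adjusted p = 3.83e-11) and 9.66 ± 0.29 in FG taste buds (adjusted p = 4.17e-12), in 4 of 4 and 6 of 6 animals. With low values raised this is at least 288-fold and 251-fold. No LE sample reached 25 units, so the size of the fold depends on how background is treated, while the call does not. The probe set is CXCL14 in Table S2 and TPM2 in the array's annotation. Next in CV taste buds came TAS2R14 (log2 change 9.32 ± 0.58), and in FG taste buds GNAT3 (9.19 ± 0.22). Between CV and FG taste buds CXCL14 changed by 0.12 ± 0.38 (adjusted p = 0.968), less than the spread between animals, and between the top and bottom fractions by 0.30 ± 0.25 (adjusted p = 0.552).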

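Beside CXCL14, the immune mediators TGFB2, interleukin 8 and CCL2 were above LE at both sites. The list of chemokines and cytokines did not pass against LE at either site. TGFB2, a growth factor of epithelial and immune cells, was at least 129-fold higher than LE in CV and 153-fold higher in FG taste buds, in every animal. Interleukin 8 (IL8, also CXCL8) and CCL2, which attract neutrophils and monocytes, were brightest in FG taste buds, at 3809 ± 1520 and 1499 ± 711 units (SD, n = 6). In CV taste buds they were measured at 788.9 ± 842 and 102.8 ± 104 units (SD, n = 4). Against LE, IL8 had log2 changes of 8.04 ± 0.77 in FG (adjusted p = 1.02e-06 from limma) and 4.05 ± 0.89 in CV taste buds (adjusted p = 0.00249), in 6 of 6 and 3 of 4 animals. CCL2 had 7.02 ± 0.40 (2.8e-09) and 2.46 ± 0.46 (0.000702). In CV relative to FG taste buds, CCL2 changed by -4.55 (adjusted p = 0.000279 from limma), while IL8 did not pass (-3.99, adjusted p = 0.0855). The standard deviation of both genes among CV samples exceeds or nears their mean, so that single animals weigh heavily there.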

Two additional chemokines, CXCL8 and CCL2, as well as a cytokine, TGFB2, are also present suggesting a role of immune-associated pathways in the taste buds. However, the largest functional group represented comprises neuron-associated genes (10 examples). 

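Secretogranin V (SCG5), a chaperone of neuroendocrine granules, was at least 195-fold higher than LE in CV and 227-fold higher in FG taste buds. Synaptotagmin 1 (SYT1), the calcium sensor of synaptic vesicles, was at least 61.6-fold and 79.1-fold higher, and the neurexin NRXN3 at least 48.8-fold and 53.5-fold. GFRA3, a receptor subunit for the growth factor artemin, had a log2 change of 8.23 ± 0.33 in CV (adjusted p = 9.51e-11) and 7.11 ± 0.28 in FG taste buds (adjusted p = 5.34e-11). DCLK1, a kinase of tuft cells and neurons, had 7.24 ± 0.33 and 8.35 ± 0.29, MCTP1, a calcium-binding membrane protein, 8.44 ± 0.42 and 8.38 ± 0.36, and the neuronal cadherin CDH2 7.29 ± 0.45 and 7.32 ± 0.39. Each was higher in every animal, and each call held when any animal was left out. Of 13 genes of neuronal adhesion and axon guidance, 8 were higher in CV taste buds (10 adjusted over the list alone, mean log2 change 2.48, adjusted p = 0.00201 from camera) and 10 in FG taste buds (mean 2.83, adjusted p = 0.000112). None was lower. Many members were named by the study from these samples and are not independent evidence. Markers of Schwann cells and axons did not differ from LE in CV taste buds (adjusted p = 0.745).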

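INSM1, a zinc finger factor of neuroendocrine cells, was at least 30.8-fold higher than LE in CV and 72.2-fold higher in FG taste buds. PROX1, a homeobox factor, was at least 22.6-fold and 68.6-fold higher. BAMBI, a decoy receptor of the TGF-beta family, had log2 changes of 6.41 ± 0.35 and 7.03 ± 0.31. All were higher in each of the animals. The semaphorin SEMA3D was site-dependent. Its log2 change was 6.81 ± 0.42 in FG (adjusted p = 9.33e-09 from limma) and 3.35 ± 0.49 in CV taste buds (adjusted p = 9.05e-05), and it was lower in CV than in FG taste buds in 4 of 4 animals (-3.45 ± 0.55, adjusted p = 0.00628). A brighter probe set of SEMA3D did not pass the test against LE, at 0.63 in FG and 0.91 in CV taste buds. INSM1 was also lower in CV taste buds (-1.19 ± 0.26, adjusted p = 0.0448), and PROX1 was lower in 4 of 4 animals without passing the test (-1.64 ± 0.47, adjusted p = 0.142). The list of developmental genes named by the study had mean log2 changes of 2.70 in CV (adjusted p = 1.51e-06 from camera) and 2.88 in FG taste buds (adjusted p = 4.28e-07).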

Stem cell and developmental genes also figure prominently (5 genes) indicating that the taste bud is a site of active cell growth and differentiation. The single growth factor gene, SHH, has been linked to taste bud renewal and is preferentially expressed at the base of taste buds [3], [12,].

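SHH was measured at 2998 ± 436 units in FG taste buds (SD, n = 6), 1844 ± 296 in CV taste buds (SD, n = 4) and 23.15 ± 9.72 in LE (SD, n = 10). It was higher than LE in every animal, with log2 changes of 7.10 ± 0.31 in FG (adjusted p = 1.48e-10 from limma) and 6.46 ± 0.35 in CV taste buds (adjusted p = 3.03e-09), or at least 106-fold and 65.4-fold. These calls held when any animal was left out. The fractions of CV taste buds had equal levels, 1608 ± 496 units in the bottom and 1646 ± 640 in the top (SD, n = 4 each). Top against bottom the log2 change was 0.01 ± 0.24 (adjusted p = 0.984), with 2 of 4 animals higher in the top. Animal 10 was above the other 3 in the top fraction. SHH is expressed by post-mitotic taste precursors, and other genes of basal cells did part the fractions. The keratinocyte stem cell factor TP63 was lower in the top (log2 change -3.16 ± 0.49, adjusted p = 0.0348), as was the hedgehog target GLI1 (-2.20 ± 0.28, adjusted p = 0.0252). As a list, 8 taste progenitor and basal cell genes did not pass (mean -0.57, adjusted p = 0.111).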

**Table 2:** Top twenty five circumvallate (CV) TB-associated genes.

Gene Title	Gene Symbol	Ratio CV vs. LE	Ratio FG vs. LE	Location	Function
chemokine (C-X-C motif) ligand 14	CXCL14	791	688	Secreted	Immune
taste receptor, type 2, member 14	TAS2R14	609	136	TM	Taste
solute carrier family 35, member F1	SLC35F1	555	335	TM	Transporter
Phosphodiesterase 1C, calmodulin-dependent 70kDa	PDE1C	407	259	Intracellular	Enzyme
matrix metallopeptidase 7 (matrilysin, uterine)	MMP7	348	94	Secreted	Enzyme
GDNF family receptor alpha 3	GFRA3	283	128	GPI	Neuronal
advillin	AVIL	254	237	Intracellular	Neuronal
zinc finger protein 483	ZNF483	241	173	Nuclear	Transcription factor
potassium voltage-gated channel, Isk-related family, member 3	KCNE3	210	208	TM	Channel
phospholipase C, delta 4	PLCD4	199	150	Intracellular	Signaling
calpain 9	CAPN9	187	72	Secreted	Enzyme
achaete-scute complex-like 1	ASCL1	176	155	Nuclear	Neuronal
Hypothetical protein LOC644139	LOC644139	173	139	TM	Multi-TM
collagen, type IX, alpha 2	COL9A2	168	92	Intracellular	Structural
insulin-like growth factor 1 (somatomedin C)	IGF1	167	66	Secreted	Growth factor
carboxypeptidase E	CPE	166	155	Intracellular	Enzyme
guanine nucleotide binding protein (G protein), gamma 13	GNG13	165	160	Intracellular	Taste
protein tyrosine phosphatase, receptor type, D	PTPRD	162	86	TM	Neuronal
taste receptor, type 2, member 42	TAS2R42	152	107	TM	Taste
hypothetical protein LOC253012	LOC253012	136	89	TM	Unknown
TOX high mobility group box family member 3	TOX3	135	134	Nuclear	DNA binding
weakly similar to XP_518970.1 similar to GLCCI1 protein	Hs.164557	135	12	N/A	Non-coding
tubulin, beta 2B	TUBB2B	133	101	Intracellular	Structural
espin	ESPN	127	106	Intracellular	Sensory
phospholipase C, beta 2	PLCB2	120	88	Intracellular	Taste

Genes are ranked by taste bud/non-gustatory lingual epithelium (LE) gene expression ratio. Average expression values from CV taste bud (CV), fungiform taste bud (FG), and LE samples were used to calculate expression ratios. Corresponding p values were generated using two-sample paired Student's t-tests. Location; known or predicted location of gene product, TM; known to be membrane-associated or with a predicted transmembrane domain, GPI; glycosylphosphatidylinositol-linked. Function; known or predicted function of gene product.

**Table 3:** Top twenty five fungiform (FG) TB-associated genes.

Gene Title	Gene Symbol	Ratio CV vs LE	Ratio FG vs LE	Location	Function
guanine nucleotide binding protein, alpha transducing 3 (gustducin)	GNAT3	344	594	Intracellular	Taste
SATB homeobox 2	SATB2	351	461	Nuclear	Development
multiple C2 domains, transmembrane 1	MCTP1	362	362	TM	Multi-TM
sodium channel, voltage-gated, type III, alpha	SCN3A	166	362	TM	Channel
transforming growth factor, beta 2	TGFB2	298	338	Secreted	Immune
doublecortin-like kinase 1	DCLK1	175	322	Intracellular	Structural
secretogranin V (7B2 protein)	SCG5	232	269	Intracellular	Neuronal
keratin 20	KRT20	115	252	Intracellular	Structural
interleukin 8	IL8	51	247	Secreted	Immune
Prospero-related homeobox 1	PROX1	86	228	Nuclear	Stem cell
insulinoma-associated 1	INSM1	96	223	Nuclear	Stem cell
synaptotagmin I	SYT1	169	208	Vesicular	Neuronal
neuronal cell adhesion molecule	NRCAM	130	196	TM	Neuronal
Seizure related 6 homolog (mouse)-like	SEZ6L	1	182	TM	Cell adhesion
KIAA1324	KIAA1324	138	159	TM	Unknown
stearoyl-CoA desaturase 5	SCD5	115	158	Intracellular	Enzyme
sema domain, immunoglobulin domain (Ig), short basic domain, sec, ted, (semaphorin) 3D	SEMA3D	13	150	TM	Stem cell
transmembrane protein 163	TMEM163	98	148	TM	Multi-TM
cadherin 2, type 1	CDH2	125	146	TM	Neuronal
neurexin 3	NRXN3	141	146	TM	Neuronal
chemokine (C-C motif) ligand 2	CCL2	9	132	Secreted	Immune
Sonic hedgehog homolog (Drosophila)	SHH	80	130	Secreted	Stem cell
BMP and activin membrane-bound inhibitor homolog	BAMBI	83	122	TM	Receptor
janus kinase and microtubule interacting protein 2	JAKMIP2	94	122	Intracellular	Neuronal
guanine nucleotide binding protein (G protein), beta polypeptide 3	GNB3	103	105	Intracellular	Taste

Genes are ranked by taste bud/non-gustatory lingual epithelium (LE) gene expression ratio. Average expression values from CV taste bud (CV), fungiform taste bud (FG), and LE samples were used to calculate expression ratios. Corresponding p values were generated using two-sample paired Student's t-tests. Location; known or predicted location of gene product, TM; known to be membrane-associated or with a predicted transmembrane domain. Function; known or predicted function of gene product.

### Region-Specific Taste Gene Expression

Next, we identified genes expressed exclusively or predominantly in CV but not FG taste buds and vice versa. 

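Few genes differed between CV and FG taste buds compared with those that set taste buds apart from LE. SLC1A3, a glutamate transporter of glial-like cells, was 18.3-fold higher in CV taste buds. NFIB, a transcription factor, was 14.5-fold higher, and in FG taste buds it was lower than LE (-2.82 ± 0.47, adjusted p = 0.00026). UBD, a ubiquitin-like protein induced by inflammation, was 15.5-fold higher in FG taste buds, and TPH1, the enzyme of serotonin synthesis, at least 12.5-fold. All of these pointed the same way in the 4 animals that gave both sites. Limma called 58 probe sets higher and 81 lower in CV than in FG taste buds. Among taste bud associated genes, 41 were higher in CV and 32 in FG taste buds, counting each symbol once. The counts depend on single animals. With 1 animal left out, 21 to 58 probe sets were higher and 25 to 91 lower. Without the filter on dim probe sets 66 were higher and 66 lower (50% higher instead of 41.7%). The methods' t-test gave 41 higher and 56 lower at the methods' unadjusted threshold and 0 and 0 after Benjamini-Hochberg, whereas limma gave 2744 at an unadjusted p under 0.05. SLC1A3 lost its call without animal 4 or 5 (adjusted p from 0.00387 to 0.129 over 8 alternative settings).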

A total of 54 TB-associated genes were site-specifically expressed (≥5-fold TB versus LE ratio, p value ≤0.05 AND ≥5-fold CV versus FG ratio or FG versus CV ratio): 23 genes in CV TB (Table 4) and 31 genes in FG TB (Table 5). 

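A proteoglycan of the extracellular matrix, SPOCK1, had the largest difference between the taste bud sites among called probe sets that carry a gene name. It was measured at 921.2 ± 218 units in CV taste buds (SD, n = 4) and 11.52 ± 5.24 in FG taste buds (SD, n = 6). This is at least 36-fold, and the order was the same in 4 of 4 animals (log2 change 6.42 ± 0.77, adjusted p = 0.000538 from limma). Against LE, SPOCK1 was higher in CV taste buds (log2 change 4.91 ± 0.69, adjusted p = 6.17e-05). SPOCK1 tended lower than LE in FG taste buds, -1.52 ± 0.60, which did not pass the test (adjusted p = 0.0508) but did without an animal block and without animal 1 or 6 (adjusted p from 0.0226 to 0.202 over 8 alternative settings). LE samples varied widely. BMPR1B, a receptor for bone morphogenetic proteins, came next, with a log2 change of 5.70 ± 0.37 between CV and FG taste buds (adjusted p = 1.64e-06), and it was higher in 4 of 4 animals.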

A protein with protease inhibitor activity, sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1 (SPOCK1), tops the CV-specific list. SPOCK1 is expressed predominantly in the brain and at lower levels at other sites including endothelial cells and the eye but its function(s) at these other sites is less well understood [13], [14]. Other CV-specific genes of note include the protein tyrosine kinase receptor ERBB4, the cholinergic receptor CHRNA10, and IGF1, a growth factor linked to growth hormone activity [15]. 

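ERBB4, a neuregulin receptor, was measured at 333.2 ± 141 units in CV (SD, n = 4) and 10.51 ± 9.24 units in FG taste buds (SD, n = 6), at least 12.2-fold (log2 change 5.11 ± 0.55, adjusted p = 0.000202). CHRNA10 encodes a nicotinic receptor subunit of sensory hair cells. It was 24.6-fold higher in CV than in FG taste buds (4.73 ± 0.33, adjusted p = 3.03e-06) and 18.6-fold higher than LE in CV taste buds, while in FG taste buds it did not differ from LE (-0.48 ± 0.26, adjusted p = 0.146). Both genes were higher in CV taste buds in 4 of 4 animals. By the probe set MmugDNA.4061.1.S1_at, IGF1 was far above LE at both sites, by at least 119-fold in CV and 45.4-fold in FG taste buds. Other IGF1 probe sets had log2 changes in CV and FG taste buds of 7.60 and 6.01 (MmuSTS.628.1.S1_at) and 5.46 and 2.30 (MmugDNA.7733.1.S1_at). MmugDNA.38092.1.S1_at gave only 0.86 in CV (adjusted p = 0.0816) and 1.06 in FG taste buds (adjusted p = 0.0165). By MmugDNA.4061.1.S1_at, IGF1 was brighter in CV in 4 of 4 animals. Its log2 change of 1.25 ± 0.54 between the sites did not pass the test (adjusted p = 0.418). A dimmer probe set of IGF1 (MmugDNA.7733.1.S1_at) did pass, at 3.16 ± 0.63 (adjusted p = 0.0296). The stem cell receptor LGR5, the aromatic amino acid decarboxylase DDC and the nuclear receptor ESRRG were also higher in CV taste buds, with log2 changes of 4.72 ± 0.76 (adjusted p = 0.0067), 4.84 ± 0.52 (0.000202) and 4.60 ± 0.39 (2.39e-05). LGR5 lost its call without animal 4 or 5 (adjusted p from 0.000901 to 0.0979 over 7 alternative settings). The array's annotation gives the probe set of DDC as BMP2K.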

Seizure 6 like (SEZ6L) tops the FG-specific list. 

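SEZ6L encodes a membrane protein of neurons, and its probe sets on the array gave different results. A probe set (MmugDNA.19254.1.S1_at) was at 502.6 ± 312 units in FG (SD, n = 6) and 9.518 ± 1.62 units in CV taste buds (SD, n = 4). By this probe set SEZ6L was lower in CV taste buds in 4 of 4 animals, by at least 17.3-fold (log2 change -5.46 ± 0.40, adjusted p = 4.19e-06 from limma), and higher than LE in FG taste buds (5.56 ± 0.31, adjusted p = 2.6e-09). It did not differ from LE in CV taste buds (0.10 ± 0.36). Another probe set (MmugDNA.38901.1.S1_at), which has the higher mean log2 intensity over all samples, did not change, with -0.23 ± 0.26 between the sites (adjusted p = 0.871) and -0.02 ± 0.20 in FG taste buds against LE. Its level was near 25 units in LE and in CV and FG taste buds alike.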

SEZ6L encodes an adhesion-like type I membrane protein with unknown function associated with lung and gastric cancer [16], [17]. 

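HTR3E, a serotonin receptor subunit, was at least 7-fold higher in FG taste buds, and EFNB3, an ephrin ligand, at least 4.18-fold. Their log2 changes in CV relative to FG were -3.67 ± 0.46 (adjusted p = 0.000779) and -3.07 ± 0.41 (adjusted p = 0.00141), negative in 4 of 4 animals each. CCL2 was lower in CV taste buds too (-4.55 ± 0.51, adjusted p = 0.000279). IL1B and IL8 were lower in 4 of 4 animals without passing the test, with -5.93 ± 1.40 (adjusted p = 0.0649) and -3.99 ± 1.00 (adjusted p = 0.0855). IL8 passed with values raised to 25 units (adjusted p from 0.031 to 0.324 over 8 alternative settings). For each gene a dimmer probe set passed, at -3.56 ± 0.78 for IL1B (MmuSTS.652.1.S1_s_at, adjusted p = 0.0457) and -2.17 ± 0.39 for IL8 (MmugDNA.19508.1.S1_at, adjusted p = 0.0154). PTHLH, a parathyroid hormone relative, was lower by 1 probe set (MmuSTS.3722.1.S1_at, -4.06 ± 0.82, adjusted p = 0.0298), while another (MmugDNA.10839.1.S1_at) gave -2.20 ± 0.53 (adjusted p = 0.0716) and passed without an animal block, without animal 6 and with values raised to 25 (adjusted p from 0.0015 to 0.316 over 8 alternative settings). FGF19 gave -2.35 ± 0.69 (adjusted p = 0.157) and passed without animal 4 (adjusted p from 0.00771 to 0.56 over 8 alternative settings) and with an unequal-variance test chosen after the values were seen. The probe sets named ICAM1 and CD274 here were too dim to test. They do not give the paper's ratios (0.8902 and 2.448 for FG vs LE, paper 14.69 and 11.16), so the paper's result for these genes was not tested. A list of genes driven by NF-kB, fixed beforehand, had a mean log2 change of -2.23, with 3 of 14 lower (8 adjusted over the list alone). Camera gave adjusted p = 1.17e-11 with a preset correlation and the call held with an estimated one. By animal the list's difference was -2.79 to -1.65. The mean of the myeloid and lymphoid marker lists was lower in CV taste buds as well, at -0.58 (SD 0.44) in 4 of 4 animals.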

The FG-specific list also includes receptors (HTR3E, EFNB3), immune-associated genes (IL1B, CXCL3, ICAM1, CD274), and secreted molecules (PTHLH, FGF19). Site-specific gene expression suggests that taste bud function varies by location on the tongue and that taste cell signaling and modulation can occur in a site-specific manner.

**Table 4:** Gene products predicted to be enriched in circumvallate (CV) TBs.

GENE TITLE	GENE SYMBOL	Ratio CV vs. FG	Ratio CV vs. LE	Ratio FG vs. LE	Location	Function
sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1	SPOCK1	79.96	20.28	0.25	Secreted	Protease inhibitor
v-erb-a erythroblastic leukemia viral oncogene homolog 4 (avian)	ERBB4	31.71	57.07	1.80	TM	Receptor
SAM domain containing 5	SAMD5	25.60	31.68	1.24	Intracellular	Signaling
cholinergic receptor, nicotinic, alpha polypeptide 10	CHRNA10	24.58	18.13	0.74	Intracellular	Receptor
estrogen-related receptor gamma	ESRRG	21.24	49.03	2.31	Nuclear	Receptor
dopa decarboxylase (aromatic L-amino acid decarboxylase)	DDC	18.84	43.68	2.32	Intracellular	Enzyme
solute carrier family 1 (glial high affinity glutamate transport, ), member 3	SLC1A3	17.42	11.65	0.67	TM	Carrier
solute carrier family 26, member 7	SLC26A7	13.15	99.68	7.58	TM	Carrier
family with sequence similarity 46, member C	FAM46C	12.58	16.69	1.33	Intracellular	Unknown
histone deacetylase 9	HDAC9	11.94	30.12	2.52	Nuclear	Transcription factor
potassium channel, subfamily T, member 2	KCNT2	10.13	47.31	4.67	TM	Channel
Solute carrier family 24, member 5	SLC24A5	9.80	12.51	1.28	TM	Carrier
homeobox B3	HOXB3	8.63	46.71	5.41	Nuclear	Transcription factor
far upstream element (FUSE) binding protein 1	FUBP1	8.40	11.65	1.39	Nuclear	Gene expression
transmembrane 4 superfamily member 2	TM4SF2	6.89	65.32	9.48	TM	Unknown
MRNA; cDNA DKFZp686B0610 (from clone DKFZp686B0610)	AL832122	5.98	10.42	1.74	N/A	Unknown
poly(A) binding protein, cytoplasmic 5	PABPC5	5.93	14.69	2.48	Intracellular	RNA binding
insulin-like growth factor 1 (somatomedin C)	IGF1	5.82	39.61	6.81	Secreted	Growth factor
growth factor receptor-bound protein 14	GRB14	5.68	32.54	5.73	Intracellular	Signaling
cysteine dioxygenase, type I	CDO1	5.49	75.96	13.83	Intracellular	Enzyme
thrombospondin 4	THBS4	5.12	50.22	9.82	Secreted	ECM
CKLF-like MARVEL transmembrane domain containing 2	CMTM2	5.03	100.21	19.93	TM	Unknown
stanniocalcin 1	STC1	5.01	20.46	4.08	Secreted	Hormone

Genes with a CV versus fungiform (FG) TB expression ratio ≥5-fold are listed. Expression ratios of CV or FG TB versus lingual epithelium (LE) samples are also included. Location; known or predicted location of gene product, TM; known to be membrane-associated or with a predicted transmembrane domain, N/A; not applicable. Function; known or predicted function of gene product.

**Table 5:** Gene products predicted to be enriched in fungiform (FG) TBs.

GENE TITLE	GENE SYMBOL	Ratio FG vs. CV	Ratio CV vs. LE	Ratio FG vs. LE	Location	Function
Seizure related 6 homolog (mouse)-like	SEZ6L	217.50	0.84	182.37	TM	Cell adhesion
Elastin microfibril interfacer 2	EMILIN2	32.46	0.79	25.66	Secreted	ECM
parathyroid hormone-like hormone	PTHLH	23.47	2.00	47.01	Secreted	Hormone
5-hydroxytryptamine receptor 3 subunit E	HTR3E	20.62	1.04	21.48	TM	Receptor
regulator of G-protein signalling 4	RGS4	19.34	0.99	19.10	Intracellular	Signaling
polycystic kidney and hepatic disease 1 (autosomal recessive)	PKHD1	18.55	1.74	32.29	TM	Signaling
Unc-5 homolog C (C. elegans)-like	UNC5CL	18.19	3.83	69.73	Intracellular	Signaling
multiple EGF-like-domains 10	MEGF10	17.77	1.39	24.75	TM	Unknown
ubiquitin D	UBD	15.15	2.97	45.00	Intracellular	Apoptosis
chemokine (C-C motif) ligand 2	CCL2	14.58	9.02	131.59	Secreted	Immune
interleukin 1, beta	IL1B	14.44	0.82	11.80	Secreted	Immume
chemokine (C-X-C motif) ligand 3	CXCL3	14.00	2.72	38.15	Secreted	Immume
intercellular adhesion molecule 1 (CD54), human rhinovirus receptor	ICAM1	13.88	1.06	14.69	TM	Immume
tryptophan hydroxylase 1 (tryptophan 5-monooxygenase)	TPH1	13.37	2.91	38.95	Intracellular	Enzyme
CD274 molecule	CD274	12.43	0.90	11.16	TM	Immune
solute carrier family 25 (mitochondrial carrier), member 18	SLC25A18	11.33	0.92	10.38	Mitochondrial	Carrier
sema domain, immunoglobulin domain (Ig), short basic domain, sec, ted, (semaphorin) 3D	SEMA3D	11.18	13.44	150.30	TM	Stem cell
Transcribed locus	Hs.163426	11.07	1.27	14.07	N/A	Non-coding
insulin-like growth factor binding protein 3	IGFBP3	10.21	2.27	23.22	Intracellular	Unknown
dual specificity phosphatase 4	DUSP4	9.40	2.78	26.14	Intracellular	Signaling
pleckstrin homology-like domain, family B, member 2	PHLDB2	7.90	2.36	18.63	Intracellular	Structural
chromosome 16 open reading frame 54	C16orf54	7.58	3.16	23.95	TM	Unknown
ephrin-B3	EFNB3	7.50	1.41	10.57	TM	Receptor
synaptotagmin XIII	SYT13	7.22	15.90	114.69	Vesicular	neuronal
zinc finger, matrin type 4	ZMAT4	7.18	1.53	11.00	Nuclear	Transcription factor
chromodomain protein, Y-like 2	CDYL2	6.64	3.85	25.60	Nuclear	Metabolism
taste receptor, type 1, member 1	TAS1R1	6.08	1.95	11.84	TM	Taste
neuropilin (NRP) and tolloid (TLL)-like 2	NETO2	5.90	1.74	10.27	TM	Receptor
Jumonji, AT rich interactive domain 1A (RBBP2-like)	JARID1A	5.48	2.02	11.09	Nuclear	Transcription factor
fibroblast growth factor 19	FGF19	5.40	2.09	11.29	Secreted	Growth factor
FERM domain containing 4A	FRMD4A	5.37	3.30	17.72	Intracellular	Unknown

Genes with a FG versus circumvallate (CV) TB expression ratio ≥5-fold are listed. Expression ratios of CV or FG TB versus lingual epithelium (LE) samples are also included. Location; known or predicted location of gene product, TM; known to be membrane-associated or with a predicted transmembrane domain, N/A; not applicable. Function; known or predicted function of gene product.

### Functional Classification of Taste Genes

To better classify and organize the large list of genes identified, we annotated all genes in the database to assign a primary function and tabulated the results (Table S5). Five functional classes are highlighted, supporting trends identified by the analysis of the top 50 (Tables 2 and 3) and region-specific (Tables 4 and 5) lists.

#### Neuronal

We identified 90 neuronal-associated genes including many not previously associated with taste buds (Tables 2 and 3, Table S2). Expression of these genes is consistent with the primary function of taste buds to signal the presence of sweet, bitter, umami, sour, and salty tastants in saliva and transmit this information via nerve fibers to gustatory centers in the brain. Accordingly, genes encoding neurotransmitter receptors (n = 8) and synaptic vesicle/synapse proteins (n = 20) were highly represented. Neurotransmitter receptors include two adrenergic receptors, ADRA1A and ADRB1, the adenosine A2b receptor, ADORA2B, and a purinergic receptor, P2RX4, while SNAP25 [18], synapsin II (SYN2) [19], [20] and four synaptotagmins (SYT1, 4, 11 and 13) [21] are examples of synapse-associated gene products. 

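ADRB1 was at least 27.1-fold higher than LE in CV and at least 15.9-fold higher in FG taste buds, and ADORA2B at least 4.89-fold and 7.13-fold. ADRA1A had log2 changes of 3.80 ± 0.76 in CV (adjusted p = 0.00131) and 2.83 ± 0.66 in FG taste buds (adjusted p = 0.00323), and P2RX4, whose LE level varied widely, 2.78 ± 0.63 (0.00301) and 2.67 ± 0.54 (0.00123). SNAP25, a core protein of vesicle fusion, changed by 4.62 ± 0.38 (adjusted p = 3.08e-07) and 3.41 ± 0.33 (1.2e-06), and SYN2, which coats vesicles, by 3.43 ± 0.50 (8.23e-05) and 2.66 ± 0.43 (0.000183). The probe set of SNAP25 is DPYSL3 in the array's annotation. Of the synaptotagmins, SYT13 was at least 41.7-fold higher in FG and at least 5.16-fold in CV taste buds, a difference that passed the test between the sites (-3.09 ± 0.41, adjusted p = 0.00141). SYT11 was at least 2.64-fold and 7.03-fold higher. SYT4 was at least 3.93-fold higher in CV taste buds, and in FG taste buds (1.73 ± 0.47, adjusted p = 0.00861) its call was lost without animal 4 (adjusted p from 0.00379 to 0.0536 over 8 alternative settings). The list of neurotransmitter receptor and synaptic vesicle genes had 8 of 11 higher in CV (mean 2.36, adjusted p = 0.00192 from camera) and 8 higher and 1 lower in FG taste buds (mean 2.44, adjusted p = 0.00166). Its members include genes the study found on these samples, which are not independent evidence. The paper relates these genes to the function of taste buds in signaling tastants to the brain through nerve fibers.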

We also identified genes encoding adhesion proteins that participate in neuronal cell interactions including NRCAM that had not previously been associated with taste buds. 

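NRCAM, a member of the immunoglobulin family that binds neurites, was at least 41.3-fold higher than LE in CV and 61.7-fold higher in FG taste buds. The log2 changes were 7.16 ± 0.35 (adjusted p = 9.52e-10) and 7.71 ± 0.31 (adjusted p = 5.41e-11), with every animal higher. Between the sites it did not differ (-0.56 ± 0.40, adjusted p = 0.726). In the fractions NRCAM was higher in the top in 4 of 4 animals (1.06 ± 0.26, adjusted p = 0.0822), short of the threshold. Of the list of neuronal adhesion and guidance genes, 2 of 14 tested genes, L1CAM and NRXN3, were higher in the top fraction (3 adjusted over the list alone, mean 0.55, adjusted p = 0.0254, adjusted p = 0.219 with an estimated correlation, and from 0.00261 (fry, a test against no change) to 0.219 over 8 alternative settings). The probe set of NRXN3 in Table S2, another than that of the list, changed by 1.44 ± 0.26 (adjusted p = 0.0461). The results between the fractions rest on all 4 animals.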

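Type III taste cells release transmitter onto nerve fibers. For the adhesion molecule NCAM1 the probe set in Table S2 (MmugDNA.2750.1.S1_at) measured 1112 ± 616 units in CV (SD, n = 4), 1318 ± 503 in FG taste buds (SD, n = 6) and 20.74 ± 16.5 in LE (SD, n = 10). Its log2 changes were 5.89 ± 0.45 in CV (adjusted p = 1.23e-07 from limma) and 6.18 ± 0.39 in FG taste buds (adjusted p = 1.05e-08), with every animal higher. A brighter probe set of NCAM1 pointed the other way, at -0.55 (adjusted p = 0.138) and -0.54 (adjusted p = 0.0933), and neither passed, so the direction depends on the probe set. The list test uses the brighter one. The list of type III cell genes had 5 of 7 higher in FG taste buds (mean log2 change 3.36, adjusted p = 0.00148 from camera) and 4 in CV taste buds (mean 2.65, adjusted p = 0.0138, adjusted p = 0.0647 with an estimated correlation, and from 3.51e-09 (fry, a test against no change) to 0.0647 over 10 alternative settings). Chromogranin A (CHGA), a granule protein, was higher in FG taste buds (2.45 ± 0.43, adjusted p = 0.000367). CHGA gave 1.22 ± 0.49 in CV taste buds (adjusted p = 0.0618), and the sites did not differ (-1.23 ± 0.55, adjusted p = 0.448). Its probe set is TFPI2 in the array's annotation.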

Other adhesion proteins define specific cell types in the taste bud, notably NCAM1 expressed by type III cells [22]. Furthermore, many genes associated with central nervous system development were represented (n = 15), underscoring both the neuronal nature and continuous turnover of taste bud cells. ASCL1, a basic helix-loop-helix transcription factor associated with developing neurons, is co-expressed with PROX1 in murine taste buds [23], [24], and both genes were expressed in macaque taste buds.

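PROX1, a homeobox transcription factor, was higher than LE in taste buds of both sites, with log2 changes of 6.34 ± 0.42 in CV (adjusted p = 2.47e-08 from limma) and 7.99 ± 0.36 in FG taste buds (adjusted p = 2.54e-10), in 4 of 4 and 6 of 6 animals. In the CV fractions it was higher in the top in 4 of 4 animals, with a log2 change of 1.41 ± 0.36 that did not pass the test (adjusted p = 0.0927).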

#### Immune

Identification of a large group of genes associated with the immune system (n = 43) was both interesting and surprising. 

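Inflammatory genes set FG taste buds apart from CV taste buds. More of the genes driven by NF-kB, the transcription factor of acute inflammation, were higher than LE in FG than in CV taste buds. Among FG samples 6 of 14 such genes were higher, CCL2, UBD, IL1B, CCL20, IL8 and RELB, and 0 lower. Among CV samples 1, CCL2, was higher and 4 were lower. RELB, lower in CV taste buds, lost its call there without an animal block, with values raised to 25 or without animal 1, 2, 3 or 5 (adjusted p from 0.0204 to 0.243 over 8 alternative settings), and its call in FG taste buds without an animal block or without animal 1, 2, 3, 4 or 6 (adjusted p from 0.0192 to 0.107 over 8 alternative settings). The list counts IL8 by a dim probe set (MmugDNA.19508.1.S1_at, -0.57 ± 0.35 in CV taste buds), and by the brighter one of Table S2 IL8 was higher in CV taste buds as well (4.05 ± 0.89, adjusted p = 0.00249). IL1B, the interleukin 1 beta gene, had a log2 change of 4.72 ± 1.08 in FG (adjusted p = 0.00294 from limma) and -1.21 ± 1.25 in CV taste buds (adjusted p = 0.46). As a list the NF-kB genes had a mean change of 1.75 in FG (adjusted p = 0.0235 from camera, adjusted p = 0.285 with an estimated correlation, and from 4.65e-05 (fry, a test against no change) to 0.285 over 10 alternative settings) and -0.48 in CV taste buds (adjusted p = 0.452). Of 11 chemokine and cytokine genes, 4 were higher and 2 lower in FG (adjusted p = 0.896), and 1 and 3 in CV taste buds (adjusted p = 0.175). Between the sites, the change from adjacent LE differed for the NF-kB list (interaction -2.66, adjusted p = 5.13e-08, adjusted p = 0.0679 with an estimated correlation, and from 1.6e-08 to 0.0679 over 10 alternative settings).

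**Figure D3:**
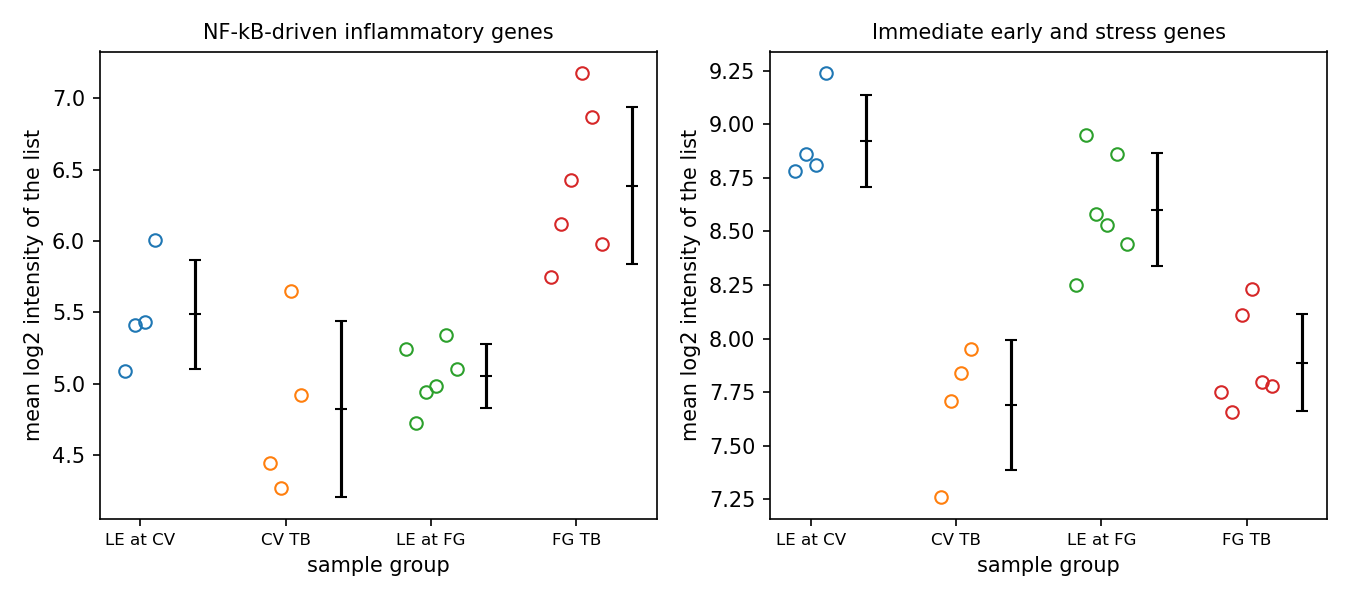
Each panel plots the mean log2 intensity of the genes of 1 list, NF-kB-driven inflammatory genes or immediate early and stress genes, for each sample (open circles) of LE adjacent to CV papillae (n = 4), CV taste buds (n = 4), LE adjacent to FG papillae (n = 6) and FG taste buds (n = 6). Dashes and bars are group means and standard deviations.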

Multiple chemokine and cytokine genes are expressed in taste buds. 

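Messenger RNA of the chemokine CXCL14 was abundant in every taste bud sample and near background in every LE sample. It was measured at 7247 ± 903 units in CV taste buds (SD, n = 4), 6300 ± 638 in FG taste buds (SD, n = 6), 9330 ± 716 in the top and 7651 ± 1250 in the bottom fraction (SD, n = 4 each), and 9.159 ± 5.99 in LE (SD, n = 10). Taste bud samples ranged from 5888 to 9949 units. The highest LE sample was at 23.01 units. By mean level CXCL14 ranked 9 of 2398 taste bud associated probe sets in CV and 12 of 2103 in FG taste buds. Intensities of different probe sets depend on the probes as well as on the RNA, so these ranks do not order genes by amount of RNA.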

CXCL14 represents the most highly expressed TB-associated gene (Figure 2A). CXCL14 expression was confirmed using qPCR with RNA isolated from human taste buds (data not shown) and also by *in situ* hybridization in macaque CV papillae (Figure 2B-C) which shows that CXCL14 is readily detected in many macaque taste bud cells but absent in adjacent lingual epithelium. Genes encoding innate immunity-associated proteins also feature prominently in this functional class including several members of the complement system, C20orf114 (a member of the PLUNC family of host defense proteins) and toll-like receptor 1 (TLR1).

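The probe set named C2, a complement protease, in Table S2 and CFB in the array's annotation was higher than LE in CV (4.03 ± 0.82, adjusted p = 0.00143) and in FG taste buds (3.68 ± 0.71, adjusted p = 0.000814). TLR1 was higher at both sites in every animal, by 5.27-fold in FG and at least 5.86-fold in CV taste buds. The CV call (adjusted p = 0.0043) was lost without animal 5 (adjusted p from 0.00218 to 0.0541 over 8 alternative settings). C20orf114 was higher in CV taste buds in 3 of 4 animals. Its log2 change of 2.11 ± 0.84 did not pass the test (adjusted p = 0.0571), but did without an animal block, without animal 1 and with values raised to 25 (adjusted p from 0.00944 to 0.321 over 8 alternative settings). It did not differ from LE in FG taste buds (-0.92 ± 0.73, adjusted p = 0.32). The list of complement and toll-like receptor genes did not move as a whole against LE, with 2 of 7 higher and 1 lower in CV (adjusted p = 0.882) and 2 and 1 in FG taste buds (adjusted p = 0.942). It was higher in the top than in the bottom fraction, with 3 of 6 higher, TLR10, CFB and CD55 (mean 1.34, adjusted p = 0.0461, adjusted p = 0.251 with an estimated correlation, and from 0.0121 (fry, a test against no change) to 0.321 over 8 alternative settings). TLR10 had a log2 change of 3.71 ± 0.36 (adjusted p = 0.0235), lost with values raised to 25 (adjusted p from 0.0173 to 0.0685 over 2 alternative settings).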

**Figure 2:**
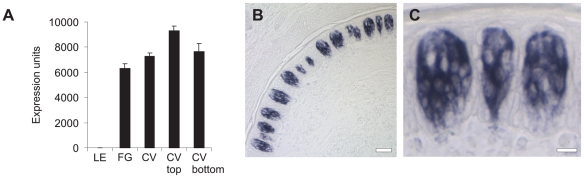
Expression of CXCL14 mRNA in macaque CV taste tissue. (A) Mean microarray expression values±SEM for CXCL14. (B) *in situ* hybridization showing CXCL14 expression in CV taste buds. Scale bar is 30 µm. (C) Zoom of CV taste buds expressing CXCL14. Scale bar is 10 µm.

#### Sensory

Genes in this functional class (n = 27) were defined as those expressed at sensory sites distinct from the taste bud including the olfactory epithelium (n = 4), ear (n = 4), eye (n = 13), and multiple sensory sites (n = 6). SLIT and NTRK-like family, member 6 (SLITRK6), is expressed at multiple sensory sites (including otic cyst, pharyngeal arches, cochlea, retina and tongue) during mouse development in conjunction with leucine rich repeat neuronal 3 (LRRN3) [25], that is also highly expressed in taste buds (Table S2). 

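SLITRK6 was measured at 1946 ± 314 units in FG (SD, n = 6), 1871 ± 202 in CV taste buds (SD, n = 4) and 34.16 ± 24.3 in LE (SD, n = 10). Its log2 changes against LE were 6.33 ± 0.51 in FG (adjusted p = 1.64e-07 from limma) and 6.21 ± 0.59 in CV taste buds (adjusted p = 1.32e-06), and the sites did not differ (-0.12 ± 0.66, adjusted p = 0.983). LRRN3 was at least 19-fold higher than LE in CV and 6.26-fold higher in FG taste buds (log2 changes 6.01 ± 0.67 and 4.60 ± 0.58). Both genes were higher in every animal and kept their calls when any animal was left out. In the CV fractions both were higher in the top in 4 of 4 animals, short of the threshold, SLITRK6 by 0.93 ± 0.24 (adjusted p = 0.0948) and LRRN3 by 2.00 ± 0.42 (adjusted p = 0.059).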

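Genes known from the nose, the ear and the eye were higher in taste buds than in LE at both sites. Espin (ESPN), which bundles actin in hair cell stereocilia, was at least 68.2-fold higher in CV and 56.8-fold higher in FG taste buds. EYA1, a transcriptional coactivator, was at least 19.1-fold and 16.7-fold higher, and CNTN4, an axonal adhesion protein, at least 22.7-fold and 23-fold. For the others the fitted log2 changes are given. KAL1, which encodes anosmin, gave log2 changes of 5.45 ± 0.33 in CV (adjusted p = 9.25e-09 from limma) and 4.98 ± 0.28 in FG taste buds, DACH1 5.20 ± 0.43 and 4.26 ± 0.37, SDK2 4.68 ± 0.45 and 4.83 ± 0.39, DFNB59 4.88 ± 0.72 and 3.99 ± 0.63, and OLFM2 2.14 ± 0.37 and 1.93 ± 0.32. Their adjusted p lay between 3.16e-09 and 0.000364, and no call was lost when 1 animal was left out. All were higher in every animal except DFNB59, which was higher in 5 of 6 animals for FG taste buds. A second KAL1 probe set, the one used in the list test, was lower than LE. Of 5 sensory genes tested as a list, 4 were higher and KAL1 lower in CV taste buds (adjusted p = 0.0294, adjusted p = 0.108 with an estimated correlation, and from 4.6e-07 (fry, a test against no change) to 0.108 over 10 alternative settings), with the same counts in FG taste buds (adjusted p = 0.049, adjusted p = 0.14 with an estimated correlation, and from 4.81e-07 (fry, a test against no change) to 0.14 over 10 alternative settings). The study named these genes from the same samples.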

Genes associated with the olfactory epithelium include contactin 4 (CNTN4), Kallmann syndrome 1 sequence (KAL1), and olfactomedin 2 (OLFM2); genes associated with the ear include espin (ESPN), sine oculis homeobox homolog 1 (SIX1), and deafness, autosomal recessive 59 (DFNB59); and genes associated with the eye include eyes absent homolog 1 (EYA1), sidekick homolog 2 (SDK2), and dachshund homolog 1 (DACH1). Several of these, including KAL1, DFNB59 and EYA1 are associated with human genetic disorders that lead to sensory defects [26]-[28].

One additional member of the sensory gene class encodes the inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase complex-associated protein (IKBKAP) (Figure 3A). 

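IKBKAP encodes a scaffold of the elongator complex, and its mutations cause familial dysautonomia. It was measured at 1832 ± 390 units in CV (SD, n = 4), 1010 ± 180 in FG taste buds (SD, n = 6), 1952 ± 305 in the top and 1252 ± 394 in the bottom fraction (SD, n = 4 each), and 188.6 ± 115 in LE (SD, n = 10). LE was above background here, unlike for most genes of this class. Against LE the log2 changes were 3.59 ± 0.44 in CV (adjusted p = 1.56e-05 from limma, 11.6-fold) and 2.64 ± 0.38 in FG taste buds (adjusted p = 6.11e-05, 6.41-fold), in 4 of 4 and 6 of 6 animals. CV and FG taste buds did not differ (0.95 ± 0.49, adjusted p = 0.546), nor did the fractions (0.69 ± 0.28, adjusted p = 0.233). Table S2 names the probe set IKBKAP, whereas the array's annotation names it CACFD1.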

Mutations in IKBKAP cause familial dysautonomia [29], [30], a disease resulting in sensory and autonomic neuropathies characterized by loss of taste buds and nerves innervating taste buds [31], [32]. Using double label *in situ* hybridization, IKBKAP was found selectively expressed in taste cells that express PKD1L3 in macaque CV taste buds (Figure 3B-G).

**Figure 3:**
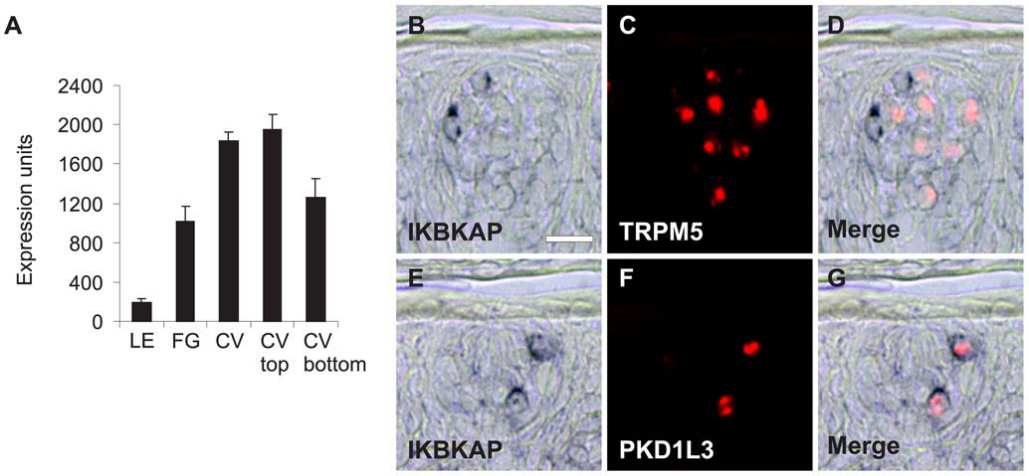
Expression of IKBKAP mRNA in macaque taste tissue. (A) Mean microarray expression values±SEM for IKBKAP. (B–G) *in situ* hybridization showing IKBKAP expression in PKD1L3 cells in CV taste buds. IKBKAP expression was visualized using colorimetric detection (purple color, left panels). Taste genes (TRPM5 and PKD1L3) were visualized using fluorescent detection (red color; center panels). Merged images (right panels) show signals from IKBKAP and taste genes. (B) IKBKAP, (C), TRPM5 (marker of sweet, bitter, and umami cells), and (D) merge showing expression of IKBKAP and TRPM5 in different cells. (E) IKBKAP, (F), PKD1L3 (sour cell marker), and (G) merge showing expression of IKBKAP in PKD1L3 cells. Scale bar is 15 µm in B and represents panel B–G.

#### Taste bud development

Unlike sensory cells in the inner ear and retina, taste bud cells are in a constant state of renewal and turnover every ten to fourteen days [33], [34]. The dynamic nature of taste buds is illustrated by the expression of genes associated with stem cells (n = 15), growth factors (n = 28), receptors (n = 43), and development (n = 30). Included are receptor-ligand pairs such as sonic hedgehog (SHH) and patched homolog 1 (PTCH1) as well as v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog (KIT) (Figure 4A) and KIT ligand (KITLG). 

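PTCH1, the receptor of SHH, was higher than LE by log2 changes of 4.28 ± 0.69 in CV (adjusted p = 0.000227) and 4.45 ± 0.60 in FG taste buds (adjusted p = 3.52e-05), in 4 of 4 and 6 of 6 animals. In the CV fractions it was lower in the top in 4 of 4 animals (-1.19 ± 0.27, adjusted p = 0.072), which did not pass the test. The tyrosine kinase receptor KIT was measured at 1136 ± 360 units in FG (SD, n = 6), 813.3 ± 249 in CV taste buds (SD, n = 4) and 25.37 ± 25.1 in LE (SD, n = 10), at least 35.2-fold and 25-fold over LE. It had 930.2 ± 251 units in the top and 374.5 ± 258 in the bottom fraction (SD, n = 4 each), higher in the top in 4 of 4 animals without passing the test (1.55 ± 0.44, adjusted p = 0.117). Its ligand KITLG (probe set MmugDNA.21283.1.S1_at) gave 5.71 ± 0.59 in CV (adjusted p = 3.19e-06 from limma) and 5.92 ± 0.52 in FG taste buds (adjusted p = 3.48e-07), and did not differ between the fractions (0.56 ± 0.24, adjusted p = 0.254). Each of these genes kept its call against LE when any animal was left out. Progenitor and basal cell genes as a list were higher in CV taste buds, 5 of 7 (mean 2.47, adjusted p = 0.0118 from camera, adjusted p = 0.0452 with an estimated correlation, and from 3.51e-09 (fry, a test against no change) to 0.0537 over 10 alternative settings), a call lost without animal 3, but not in FG taste buds (adjusted p = 0.0741). The change from adjacent LE did not differ between the sites for this list (interaction adjusted p = 0.343).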

Using double label *in situ* hybridization, we determined that KIT is expressed in a subset of TRPM5 cells (encompassing sweet, bitter, and umami taste cells) (Figure 4B–D). By labeling with TAS1R1 (umami receptor), TAS1R2 (sweet receptor), and TAS2R (bitter receptors) probes, we observed that KIT is selectively expressed in a subset of TAS1R1 taste cells that also express the umami co-receptor TAS1R3 (Figure 4E–P).

**Figure 4:**
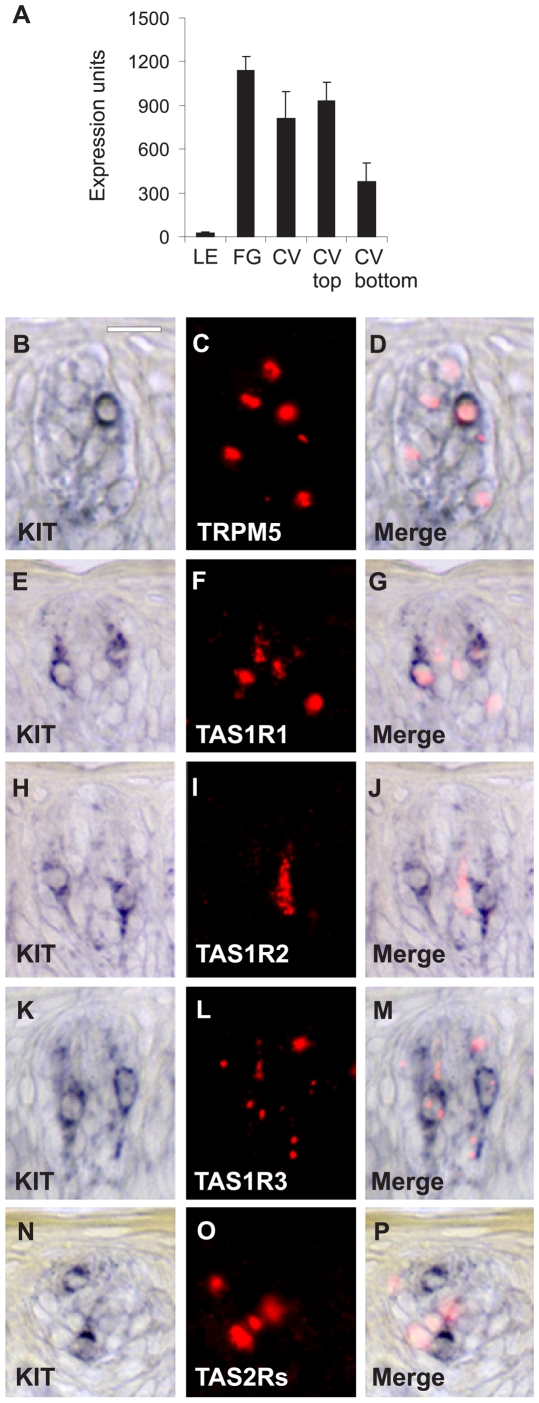
Expression of KIT mRNA in macaque taste tissue. (A) Mean microarray expression values±SEM for KIT. (B–P) *in situ* hybridization showing KIT expression in TAS1R1 cells in CV taste buds. KIT expression was visualized using colorimetric detection (purple color, left panels). Taste genes (TRPM5) and taste receptors (TAS1R1, TAS1R2, TAS1R3, and TAS2Rs) were visualized using fluorescent detection (red color; center panels). Merged images (right panels) show signals from KIT and taste genes. (B) KIT, (C), TRPM5 (marker of sweet, bitter, and umami cells), and (D) merge showing coexpression of KIT in a subset of TRPM5 cells. (E) KIT, (F), TAS1R1 (umami receptor), and (G) merge showing expression of KIT in a subset of TAS1R1 cells. KIT was expressed in approximately half of TAS1R1 cells. (H) KIT, (I) TAS1R2 (sweet receptor), and (J) merge showing expression of KIT and TAS1R2 in different cells. (K) KIT, (L) TAS1R3 (sweet and umami co-receptor), and (M) merge showing expression of KIT in a subset of TAS1R3 cells (these cells would also express TAS1R1). (N) KIT, (O) TAS2Rs (bitter receptors), and (P) merge showing expression of KIT and TAS2Rs in different cells. Scale bar is 15 µm in B and represents panels B–P.

#### Endocrine

Genes encoding both peptide hormones (n = 7) and hormone receptors (n = 5) are abundantly expressed in taste buds. In some cases, ligand/receptor pairs such as growth hormone releasing hormone and its receptor (GHRH/GHRHR) and growth hormone 1 and its receptor (GH1/GHR) are co-expressed and exhibit similar expression profiles. 

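The hormone GHRH was measured at 480.5 ± 191 units in FG taste buds (SD, n = 6) and 196 ± 127 in CV taste buds (SD, n = 4). Its log2 change against LE was 2.67 ± 0.35 in FG (adjusted p = 2.95e-05 from limma) and 1.26 ± 0.41 in CV taste buds (adjusted p = 0.0235). The CV call was lost without animal 3 or 5 (adjusted p from 0.0114 to 0.146 over 8 alternative settings). Its receptor GHRHR was at least 21.4-fold higher in FG and 11-fold higher in CV taste buds, in every animal. Neither gene differed between CV and FG taste buds, with -1.40 ± 0.46 for GHRH (adjusted p = 0.219) and -0.90 ± 0.40 for GHRHR (adjusted p = 0.439), although both were brighter in FG in 3 of 4 animals. GHR and, in whole taste buds and LE, GH1 were too dim to be tested. In the CV fractions GH1 was brighter in the bottom in 4 of 4 animals without passing the test (-1.51 ± 0.42, adjusted p = 0.116).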

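Among hormones, POMC, the precursor of melanocortins, was at least 8.74-fold higher than LE in CV taste buds and near LE in FG taste buds (0.55 ± 0.36, adjusted p = 0.224 from limma). The sites differed, by 2.60 ± 0.46 (adjusted p = 0.0138, 4 of 4 animals), and POMC was higher in the top than in the bottom fraction (1.80 ± 0.24, adjusted p = 0.029). PTHLH was higher than LE in FG taste buds by 2 probe sets and in CV taste buds by only 1 of them. The probe set of Table S2 (MmugDNA.10839.1.S1_at) gave 3.38 ± 0.47 in CV (adjusted p = 6.28e-05) and 5.58 ± 0.41 in FG taste buds (adjusted p = 5.76e-08), the other (MmuSTS.3722.1.S1_at) 0.76 ± 0.73 (adjusted p = 0.425) and 4.82 ± 0.63 (adjusted p = 2.64e-05). The oxytocin gene OXT, whose probe set is ZRANB1 in the array's annotation, was 13.9-fold and 19-fold higher. The insulin receptor INSR, bright already in LE, was 7.93-fold higher in FG taste buds (3.03 ± 0.66, adjusted p = 0.00202). Its call in CV taste buds (2.18 ± 0.76, adjusted p = 0.0344) was lost without animal 1, 3 or 4 (adjusted p from 0.0224 to 0.0783 over 8 alternative settings). The secretin receptor SCTR changed by 2.31 ± 0.40 in CV and 1.48 ± 0.35 in FG taste buds. Hormone genes as a list had 4 of 6 higher in CV (adjusted p = 0.175 from camera) and 2 in FG taste buds (adjusted p = 0.15), and hormone receptors 3 of 5 (adjusted p = 0.175) and 4 (adjusted p = 0.211), so neither list passed. Both also count genes the study chose on these samples.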

Taste buds also express proopiomelanocortin (POMC, the precursor of melanocortin), parathyroid hormone-like hormone (PTHLH), and oxytocin (OXT) as well as receptors for insulin (INSR) and secretin (SCTR). Other endocrine-associated genes encode either receptors (NPR2, SSTR1) or ligands (STC2, RARRES2).

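NPR2, a natriuretic peptide receptor, was 7.98-fold higher than LE in CV taste buds (2.88 ± 0.52, adjusted p = 0.000537). Its call in FG taste buds (1.26 ± 0.45, adjusted p = 0.0339) was lost without an animal block or without animal 1, 3, 5 or 6 (adjusted p from 0.0134 to 0.145 over 8 alternative settings). SSTR1, a somatostatin receptor, had log2 changes of 4.15 ± 0.66 in CV (adjusted p = 0.000184) and 4.22 ± 0.57 in FG taste buds (adjusted p = 3.5e-05). The glycoprotein STC2 was at least 17.9-fold and 4.43-fold higher, in every animal, and brighter in the top in 3 of 4 animals without passing the test (2.37 ± 0.68, adjusted p = 0.121). RARRES2 followed another course. It did not differ from LE in CV (-0.57 ± 0.51, adjusted p = 0.394) or FG taste buds (-0.06 ± 0.44, adjusted p = 0.926). In the bottom fraction it was higher than LE (3.23 ± 0.50, adjusted p = 1.02e-05), but that comparison also compares the array sets. Between the fractions it was brighter in the bottom in 4 of 4 animals (-2.17 ± 0.60, adjusted p = 0.111).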

## Discussion

We used a systematic approach to generate a high quality database of primate taste bud gene expression. The database represents the first genome-wide survey of gene expression in taste buds from a primate (cynomolgus macaque) and is a significant milestone in defining the molecular components underlying the processes of taste. The limited abundance and difficulty in isolating primate taste buds devoid of contaminating lingual epithelial cells that has hindered molecular analysis of primate taste cell gene expression was overcome by using the macaque as a source of tissue and LCM as the method of tissue collection. Two additional factors enabled accurate, sensitive and comprehensive transcriptional profiling of primate taste buds: rapid tissue collection resulting in minimal post-mortem RNA degradation, and the recent development of a genome-wide microarray specific for the macaque.

Our results demonstrate the power of transcriptional profiling of microdissected tissue to better understand the components and pathways active in that tissue. While these techniques have previously been applied primarily to diseased and pathogenic tissues [35], [36], we believe that transcriptional profiling of LCM samples from normal tissue holds great promise to catalog the molecular components responsible for specialized tissue functions. Comprehensive analysis of taste bud gene expression has allowed us to make multiple specific and significant observations regarding the makeup and function of taste buds.

Spatial patterns of gene expression.

We observed region-preferential expression of taste receptors in macaque taste buds. TAS1R1 was expressed at higher levels in FG TB and T2Rs were expressed at higher levels in CV TB, similar to rodents [37], [38]. Slightly higher expression of TAS1R2 in FG TB compared to CV TB in macaques may indicate species differences since this gene exhibits lower expression in FG TB in rodents [38]. Enrichment of mRNA for taste receptors toward the top of taste buds is consistent with apical expression of taste receptors that facilitates access to tastants in saliva at the taste pore region. This observation suggests that transcripts corresponding to potential novel taste receptors, receptor-associated proteins, and signal transduction molecules will also be enriched in the top fraction of taste buds. For example, we observed that G protein-coupled receptor 113 [39] transcripts are enriched in the top fraction of taste buds and present in a population of taste cells that express TRPM5 but not sweet or bitter taste receptors. Similarly, we observed that MCOLN3 [40] is expressed in a discrete cell population in taste buds (data not shown).

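TRPM5, the channel of sweet, bitter and umami cells, was at least 7.13-fold higher than LE in FG and at least 9.23-fold higher in CV taste buds. Genes of tuft and chemosensory cells, TRPM5 among them, were higher as a list in CV (5 of 7 higher and SOX9 lower, mean 3.01, adjusted p = 0.00642 from camera, adjusted p = 0.0723 with an estimated correlation, and from 2.59e-10 (fry, a test against no change) to 0.0723 over 10 alternative settings) and in FG taste buds (the same counts, mean 3.27, adjusted p = 0.0027, adjusted p = 0.0548 with an estimated correlation, and from 1.95e-11 (fry, a test against no change) to 0.0548 over 10 alternative settings). Which cells hold a transcript cannot be told from dissected samples.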

### Taste bud development and turnover

Our data has revealed the dynamic nature of taste buds. During development, taste buds arise from epithelium in a complex process involving a variety of factors including SHH, PTCH1, bone morphogenic proteins and neurotrophic factors [12], [41], [42]. Members of the frizzled receptor and wingless-type MMTV integration site families have been implicated in cell turnover [43], and their expression has been reported in taste buds [44]. Many of these genes and their close relatives are present in the database (SHH, PTCH1, DISP1, BDNF, BMPR1B, NOTCH4, FZD1, 3 and 4, WNT5A) or are expressed at high levels in macaque taste buds (NDP, WNT5B, WNT11). These receptor-ligand pairs may act within taste buds in a paracrine and/or autocrine manner to generate diverse taste cell types. Both SHH and PTCH1 are expressed in taste tissue during embryogenesis [12], [45]. 

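DISP1, which releases hedgehog proteins from cells, was 20.3-fold higher than LE in FG and at least 4.73-fold higher in CV taste buds. BDNF was at least 11-fold and 8.09-fold higher in CV and FG taste buds, FZD3 at least 8.99-fold and 8.71-fold, and NOTCH4 9.52-fold and at least 4.15-fold, each in every animal. BMPR1B was at least 10.7-fold higher than LE in CV taste buds and did not differ from LE in FG taste buds (-0.32 ± 0.29, adjusted p = 0.387). FZD1 changed by 3.93 ± 0.90 in CV (adjusted p = 0.00326) and 3.23 ± 0.78 in FG taste buds (adjusted p = 0.00399), but in CV taste buds a brighter probe set of FZD1 gave 1.33 (adjusted p = 0.0919). FZD4 did not differ from LE in CV (1.00 ± 0.65, adjusted p = 0.234) or FG taste buds (0.34 ± 0.57) and was lower in the top than in the bottom fraction (-1.89 ± 0.27, adjusted p = 0.0316). WNT5A, bright in LE, did not change in CV (-0.46 ± 0.37, adjusted p = 0.342) or FG taste buds (0.56 ± 0.32, adjusted p = 0.173) by its brightest probe set, while 2 dimmer ones were higher in FG taste buds, by 1.97 ± 0.46 (adjusted p = 0.0034) and 1.53 ± 0.45 (adjusted p = 0.0129). WNT5B was higher by 2.63 ± 0.63 (adjusted p = 0.00423) and 2.01 ± 0.54 (0.00807), and WNT11 by 1.66 ± 0.49 (0.0145) and 1.72 ± 0.42 (0.00451). The WNT11 result in CV taste buds was lost without animal 1 (adjusted p from 0.00751 to 0.131 over 8 alternative settings).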

In adult taste buds, expression of SHH is associated with basal cells that differentiate into mature taste receptor cells [3]. 

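SOX and HOX genes, which pattern embryonic tissues, did not behave as 1 group in taste buds. SOX4 was 21.6-fold higher than LE in CV and 27.3-fold higher in FG taste buds, and SOX2, bright in LE, changed by 1.03 ± 0.21 (adjusted p = 0.0013 from limma) and 1.29 ± 0.18 (adjusted p = 4.82e-05), about 2.15-fold and 2.36-fold. SOX21 changed by 3.33 ± 0.46 and 3.73 ± 0.40, and SOX5 by 5.13 ± 0.32 (adjusted p = 1.27e-08) and 4.63 ± 0.28 (adjusted p = 5.46e-09). SOX1 and HOXB3 were higher in CV than in FG taste buds in 4 of 4 animals, by 2.27 ± 0.49 (adjusted p = 0.0454) and 3.63 ± 0.59 (adjusted p = 0.00673). HOXB3 was at least 10.9-fold higher than LE in CV taste buds. In FG taste buds the changes of HOXB3 (1.81 ± 0.45, adjusted p = 0.00509, adjusted p from 0.00221 to 0.299 over 7 alternative settings) and SOX1 (2.23 ± 0.38, adjusted p = 0.000315, adjusted p from 5.36e-05 to 0.178 over 8 alternative settings) were lost with values raised to 25 units. HOXA10 was not higher, with -0.27 ± 0.25 in CV (adjusted p = 0.398) and -0.65 ± 0.21 in FG taste buds (adjusted p = 0.0237, adjusted p from 0.0161 to 0.645 over 8 alternative settings), and HOXA3 was too dim to test. In both fractions a dimmer probe set of each was higher than LE. In the bottom fraction the change was, for HOXA10, 3.83 ± 0.32 (adjusted p = 3.38e-10) and for HOXA3 3.63 ± 0.30 (adjusted p = 2.68e-10), and in the top fraction 2.32 ± 0.32 (adjusted p = 1.52e-06) and 1.20 ± 0.30 (adjusted p = 0.00169), in comparisons that also compare the array sets. Of 5 HOX genes tested as a list, 4 were lower and 0 higher in FG (adjusted p = 0.155 from camera) and 1 lower and 0 higher in CV taste buds (adjusted p = 0.283). The list test used another HOXB3 probe set, which was too dim to count.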

The identification of multiple members of both the SOX and HOX gene families (HOXA3, A10, B2, B3, and SOX1, 2, 4, 5, 21) indicates that taste bud renewal utilizes pathways active in taste bud development. Correlating early developmental processes with ongoing taste bud renewal may help elucidate mechanisms of taste cell turnover.

The tyrosine kinase receptor KIT controls stem cell survival and development in bone marrow, skin, and gut [46]. KIT is expressed in both developing and adult taste buds in the rat [47], and our data shows that both KIT and its ligand are expressed in primate taste buds pointing to the presence of taste progenitor cells. However, the specific cells that express KIT had not been previously established. Our *in situ* hybridization data indicate that KIT is expressed exclusively in TAS1R1 (umami) cells. While the functional role of KIT in taste cells has yet to be determined, KIT may modulate umami cell differentiation and development. Indeed, patients treated with the KIT antagonist imatinib mesylate (Gleevec) reported alterations in taste perception [48], [49]. To our knowledge, the mechanism for the altered taste side effect of this compound is currently unknown. Our results provide a potential explanation for this observation and a direct role for KIT in taste.

Mutations in IKBKAP cause familial dysautonomia, a disease that leads to loss of taste buds and nerve fibers innervating taste buds [31], [32]. We have demonstrated that IKBKAP is selectively expressed in sour (type III) cells in macaque taste buds. These cells form direct synapses with afferent nerve fibers. The IKBKAP gene product has recently been shown to participate in actin fiber organization and cell migration [50], suggesting that this cell population may require IKBKAP to migrate and that absence of this function may affect taste bud survival. Alternatively, since this taste cell population releases neurotransmitters by exocytosis onto afferent nerve fibers, and since the yeast homolog of IKBKAP, Elp1p, interacts with the post-Golgi vesicular transport component Sec2p [51], IKBKAP may regulate polarized exocytosis of signaling components in sour taste cells. Absence of these and other signaling pathways in taste buds and nerve fibers in individuals with IKBKAP mutations may impact taste bud survival.

KIT and IKBKAP are representative of many genes we found expressed in taste cells dedicated to distinct taste modalities. This finding supports the labeled line model of taste coding in the periphery [4], where different taste cells, defined by what specific taste receptor they express, represent different lineages with specific gene expression patterns.

In addition to factors expressed within taste cell progenitors, taste buds require nerve innervation to survive. In this context, the presence of several genes associated with axonal growth and guidance including semaphorins (SEMA4C, SEMA5A) [52], [53] and protein tyrosine phosphatase receptors (especially type D and S) [54], may generate the foundation for a labeled line system whereby nerve fibers transmitting responses for specific taste modalities selectively innervate taste cells expressing receptors for those modalities. Indeed, protein tyrosine phosphatase receptor type S participates in neuronal development of the retina, a site of sensory nerve fiber growth [55].

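SEMA5A was at least 20.8-fold higher than LE in CV and 12.2-fold higher in FG taste buds, in every animal, and did not differ between the fractions (0.19 ± 0.25, adjusted p = 0.724). SEMA4C was at least 4.73-fold higher in FG taste buds (2.81 ± 0.52, adjusted p = 0.000588). Its call in CV taste buds (1.69 ± 0.60, adjusted p = 0.0365) was lost without animal 1, 3 or 5 (adjusted p from 0.0222 to 0.163 over 8 alternative settings). The phosphatase PTPRD had log2 changes of 7.98 ± 0.59 in CV (adjusted p = 8.42e-08) and 6.68 ± 0.51 in FG taste buds (adjusted p = 8.74e-08), and PTPRS 4.44 ± 0.73 (0.000267) and 5.29 ± 0.63 (1.08e-05). PTPRD was brighter in CV in 4 of 4 animals and PTPRS in FG taste buds in 4 of 4, but neither difference passed the test (adjusted p = 0.535 and 0.827). Which taste cells or nerve fibers carry these products was not measured.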

Despite originating from epithelium, taste buds express genes associated with neurons and central nervous system development, maintenance, and function. The achaete-scute complex-like 1 (ASCL1 or MASH1) is highly expressed in primate taste buds and participates in commitment and differentiation of distinct neuronal cell types including sensory neurons [56], [57]. Several neuron-specific adhesion molecules are expressed including neuronal cell adhesion molecule (NRCAM), L1 cell adhesion molecule (L1CAM) and integrin, alpha 3 (ITGA3) not previously identified in taste buds. These molecules may function in subsets of taste cells to modulate specific cell-cell interactions required for a labeled line signal transmission paradigm.

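L1CAM, a gene of outgrowing axons, was higher in the top than in the bottom fraction in 4 of 4 animals (2.23 ± 0.27, adjusted p = 0.0238). Against LE, L1CAM changed by 3.94 ± 0.89 in CV (adjusted p = 0.00311) and 3.11 ± 0.77 in FG taste buds (adjusted p = 0.00489). Its level varied widely among LE samples. ITGA3 encodes an integrin subunit that binds laminins. It was at least 8.05-fold higher than LE in CV and 5.44-fold higher in FG taste buds (log2 changes 3.41 ± 0.38 and 2.86 ± 0.33), in every animal, and did not differ between the fractions (0.59 ± 0.27, adjusted p = 0.277). NRCAM and ITGA3 were above LE in both fractions as well, although that comparison also compares the array sets.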

### Taste buds may play an active role in protection from pathogens

Several genes associated with the immune system are present in the taste bud database. We did not detect significant expression of genes encoding leukocyte markers such as immunoglobulins, T cell receptor-associated, or myelomonocytic-associated proteins in taste buds. Furthermore, we did not observe leukocyte infiltrates in taste bud sections, implicating taste cells as the origin of immune gene transcripts. Also, genes were selected because they were expressed in taste buds and not significantly expressed in adjacent LE. 

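Myeloid cell genes were lower in CV taste buds than in LE. Of 12 tested, 7 were lower, S100A9, CD68, S100A8, TYROBP, CSF1R, LYZ and CD207, and KIT was higher (mean -1.66, adjusted p = 0.0294 from camera, adjusted p = 0.14 with an estimated correlation, and from 5.88e-05 (fry, a test against no change) to 0.14 over 10 alternative settings). In FG taste buds 5 were lower and KIT higher, and the list did not pass (mean -1.08, adjusted p = 0.174). The sites did not differ (adjusted p = 0.174). KIT is a mast cell gene in this list and also a taste bud gene here, and LYZ is also in the list of serous gland genes. A level lower than LE does not mean absence. Of the 15 myeloid genes on the array, 10 reached 25 units on average in FG taste buds. Lymphoid genes were dim, with 5 bright enough to test. NKG7 was lower in CV taste buds, NKG7 and CD79B in FG taste buds, and 0 was higher at either site, and the list did not pass (adjusted p = 0.388 and 0.599). PTPRC, the pan-leukocyte gene, did not differ from LE in CV (0.06 ± 0.76, adjusted p = 0.955) or FG taste buds (1.07 ± 0.66, adjusted p = 0.198). LSP1, a leukocyte gene, was lower than LE in CV taste buds (-1.98 ± 0.45, adjusted p = 0.00321) and lower in the top than in the bottom fraction (-2.68 ± 0.37, adjusted p = 0.0294). JCHAIN, of plasma cells, was lower in the top fraction too, the only lymphoid gene that was.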

The taste bud represents a potentially favorable site for pathogen entry via the taste pore. Interestingly, the chemokine CXCL14 is the highest expressed taste-bud associated gene in our database. While the receptor for this chemokine is unknown, it is broadly expressed in adult tissues (breast, kidney) and has been reported to be a chemoattractant for dendritic cells and monocytes [58], [59], although mice lacking this chemokine do not exhibit deficiencies in dendritic cell trafficking [60]. However, we did not observe monocytes or detect monocyte-associated gene expression in taste buds. CXCL14 may be secreted across the apical membrane of taste bud cells to become a component of saliva. Leukocytes have been found in human saliva [61], and the focal release of chemokines may attract immune cells to the taste pore. Another chemokine, CXCL12 and its receptors CXCR4 and CXCR7 participate in neuronal survival in multiple areas of the brain [62], [63]. Furthermore, CXCL14 defective mice exhibit metabolic defects [64] and may have abnormal taste buds implying that CXCL14 could play a direct role in the development or regulation of taste buds.

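CXCL12 was dim, and its brightest probe set did not change in whole taste buds. The log2 changes against LE were 0.04 ± 0.30 in CV (adjusted p = 0.928, 2 of 4 animals higher) and -0.34 ± 0.26 in FG taste buds (adjusted p = 0.313, 1 of 6 higher). Between CV and FG taste buds it gave 0.38 ± 0.34 (adjusted p = 0.809) and between the fractions -0.20 ± 0.26 (adjusted p = 0.714). A dimmer probe set was lower than LE in FG (-0.70 ± 0.26, adjusted p = 0.0432) and did not pass in CV taste buds (-0.66 ± 0.31, adjusted p = 0.0986). In the top fraction both were lower than LE, at -0.63 ± 0.23 (adjusted p = 0.0271) and -1.04 ± 0.26 (adjusted p = 0.00163), in a comparison that also compares the array sets. CXCR4 reached 25 units in 2 of the 20 samples of the first array set, both of LE, so limma did not test it. Its level was lower in taste buds than in LE in 4 of 4 and 6 of 6 animals. CXCR7 is not named among the probe sets used here.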

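The complement genes C1R and C2 were higher in taste buds than in LE. C1R, the protease that starts the classical pathway, was higher in FG taste buds in 5 of 6 animals (2.70 ± 0.62, adjusted p = 0.00306 from limma, 5.45-fold). The result in CV taste buds (2.39 ± 0.72, adjusted p = 0.0167) was lost without animal 4 or 5 (adjusted p from 0.00507 to 0.136 over 8 alternative settings). For C2 the changes were 13.8-fold in CV and 9.73-fold in FG taste buds. By the array's annotation this probe set belongs to CFB, a related protease of the alternative pathway, so which of the neighboring genes it measures is open. It was higher in the top than in the bottom fraction in 4 of 4 animals (2.13 ± 0.28, adjusted p = 0.0269), whereas C1R did not differ between the fractions (0.11 ± 0.36, adjusted p = 0.896). C3 is not named among the probe sets used here.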

Expression of complement components (C1R, C2, and C3) may also represent chemotactic signals to the taste pore. Local production of these factors as well as cytokine receptors of the interferon-signaling cascade by taste bud cells [65] may contribute to innate immunity.

### Taste bud/endocrine system link

Expression of hormone receptor and ligand transcripts, normally associated with endocrine glands, within taste buds adds to a growing body of evidence for a cephalic response to feeding. It is well known that plasma insulin levels rise rapidly following ingestion of a carbohydrate rich meal and prior to the subsequent rise in plasma glucose levels [66], [67]. What is less clear is what portion of the cephalic response is anticipatory (centrally-mediated) versus direct (peripherally-mediated) [68]. We have shown that macaque taste buds express proopiomelanocortin (POMC), growth hormone releasing hormone (GHRH), parathyroid hormone-like hormone (PTHLH) and oxytocin (OXT) and the receptors for insulin (INSR), growth hormone (GHR), growth hormone releasing hormone (GHRHR) and secretin (SCTR). POMC is the precursor of melanocortin, the ligand of the MC4 receptor which plays an important role in feeding behavior [69]. Taste buds may communicate with the gut via release of these endocrine/neuroendocrine hormones. Expression of hormone receptors suggests a feedback mechanism by which taste sensation is modulated according to nutritional status. Shin et al recently reported that sweet taste is regulated by GLP-1 in a paracrine mechanism whereby GLP-1 released by taste cells binds receptors on adjacent nerve fibers to modulate sweet taste responses [70]. Endocrine-associated gene products in taste buds may function in the cephalic response to feeding that prepares the gut for digestion of a meal [68]. The role played by peptide hormones generated within taste buds in the cephalic response requires further study.

Our database of taste bud gene expression will open new lines of investigation and lead to a better understanding of taste bud physiology in normal and diseased states. Of considerable interest are the 349 TB-associated genes in the database with unknown function. Analysis of these and other functional classes will reveal additional interesting pathways and processes active in taste buds. We have confirmed the expression of most genes of interest described in this study in human taste buds isolated by LCM, thereby confirming the macaque gene array findings. In addition, we are currently mapping more genes to specific taste cell populations and have identified new markers of known taste cell types as well as markers that define new taste bud cell types. Some of these markers may potentially define additional types of cells that may mediate novel taste modalities. Because the database contains most TB-associated genes, genes for novel taste receptors should be represented. Indeed, we have used the database to identify novel, candidate taste receptors. The identification of growth factors and growth factor receptors in taste buds raises the possibility of developing therapies to increase the survival and replenishment of taste bud cells. Since taste sensation declines with age [71] and in patients undergoing therapy for head and neck cancers [72], [73], the availability of agents that may prevent taste loss in these groups would help maintain a nutritious diet and promote healthy outcomes.

## Materials and Methods

### Macaque and Human Samples

All primate samples were collected in compliance with applicable federal, state, and local laws and regulations (CFR 1985 and PHS 1996) according to IACUC recommendations and oversight at both Charles River and Covance. All human samples were collected with full written consent and with the approval of the Zoion Diagnostics institutional review board (IRB), an external independent IRB and the IRB or Human Studies Committee (HSC) at the organizations directly involved with the collection for final approval. Taste tissue from cynomolgus macaques (*Macaca fascicularis*; 2.6–4.5 years old; males and females) was collected post-mortem by Charles River (Sparks, NV) and Covance (Alice, TX) from animals scheduled for euthanasia for other purposes. Tissue was obtained with a post-mortem interval of 10 minutes, embedded in OCT freezing medium (Triangle Biomedical Science, Durham, NC), and frozen in liquid nitrogen. Human tongue samples were purchased from Zoion Diagnostics (Hawthorne, NY) as OCT embedded blocks and stored at −80°C. Human taste tissue was obtained from Caucasian post-mortem donors less than 30 years of age, who were non-smokers with no known alcohol or drug use, with a post-mortem interval less than 5 hours.

### RNA Extraction and Gene Expression Analysis

LCM was used to isolate taste tissue from macaque and human samples. Tissue sections (10–12 um thick) were cut on a Leica CM1850 cryostat, collected on RNase-free membrane slides (Molecular Machines and Industries, MMI, Rockledge, FL), and stained with cresyl violet using the Ambion LCM staining kit (Austin, TX) as per the manufacturer's instructions. Taste bud and lingual epithelial areas were isolated using a MMI Cellcut laser microdissection system on an Olympus IX71 inverted microscope and collected on MMI reaction tube adhesive lids. For macaque, both CV and FG papillae were used; for human, only CV papillae were used. Material from multiple sections was pooled, and all LCM samples were collected within 2 hr of sectioning. One paired TB pool and LE pool were collected per donor from multiple donors. Following collection, total RNA from taste bud and lingual areas was separately purified using a Qiagen microRNeasy kit (Valencia, CA) and evaluated using an Agilent 2100 Bioanalyzer with a Series II RNA 6000 Pico Assay. Total RNA was amplified to generate cDNA using the WT Ovation Pico system (NuGEN, San Carlos, CA). Microarray gene expression data was generated from the macaque samples by Gene Logic using Affymetrix GeneChip® Rhesus Macaque Genome Arrays (Affymetrix, Santa Clara CA). All microarray experiments in this study were done in accordance with MIAME guidelines and the gene expression data sets presented have been deposited in the GEO database (GEO series entry GSE16485). Semi-quantitative PCR expression data was generated from amplified human cDNA samples using the Mx3000P® QPCR System (Stratagene, La Jolla CA) and inventoried TaqMan assays (Applied Biosystems, Foster City, CA).

### Selection and Analysis of Taste Bud-specific Genes

Microarray data was analyzed using GeneSpring GX software (Agilent Technologies, Santa Clara, CA). Raw data from the Rhesus Macaque Genome Arrays were processed using GC-RMA normalization [9]. FG TB, CV TB and LE data were compared by using two-sample paired *t*-tests. Genes were defined as TB-associated if they met the following inclusion criteria: minimum mean TB expression ≥25, fold expression difference (TB versus LE) ≥5 with a p value ≤0.05. Genes were selected from each set of pairwise comparisons to give 4 lists (CV versus LE, FG versus LE, CV bottom versus LE and CV top versus LE) that were subsequently combined to give a single non-redundant master list.

### *in situ* hybridization

Fresh frozen sections (10–12 µm thick) were attached to RNase-free SuperFrost Plus slides (Fisher Scientific, Pittsburg, PA) and processed for in situ hybridization as described [74]. Because human and macaque genomes are ∼95% homologous [6], we hybridized human riboprobes to macaque tissue. Riboprobes were generated for TRPM5 (NM_014555; nt 396-2,006), PKD1L3 (NM_181536; nt 1-1,079), TAS1R1 (NM_138697; nt 1,103-2,526), TAS1R2 (NM_152232; nt 2-1,002), TAS1R3 (NM_152228; nt 1-1,311), a pool of 6 TAS2Rs – TAS2R8 (NM_023918; nt 1-930), TAS2R10 (NM_023921; nt 1-924), TAS2R13 (NM_023920; nt 265-1,176), TAS2R14 (NM_023922; nt 1–954), TAS2R48 (NM_176888; nt 1-900), and TAS2R50 (NM_176890; nt 53-952), IKBKAP (NM_003640; nt 2087-3621), KIT (NM_000222; nt 102-1649), and CXCL14 (NM_004887 559 to 1794). Digoxigenin and fluorescein labeled riboprobes were used to detect expression of two different genes in taste bud cells. Signals were developed a using colorimetric-fluorescent detection method. For colorimetric-fluorescent detection, fluorescein-labeled riboprobes were first developed with peroxidase-conjugated anti-fluorescein antibody with tyramide signal amplification (TSA)-Cy3 (Perkin Elmer, Waltham, MA) and digoxigenin-labeled riboprobes were subsequently developed with alkaline phosphataste-conjugated anti-digoxigenin antibody (Roche, Indianapolis, IN) with NBT/BCIP substrate. Control hybridizations with sense riboprobes demonstrated signal specificity. Specimens were viewed on an Eclipse E600 upright microscope (Nikon Instruments, Inc., Melville, New York) equipped with a Plan Fluor 20× objective and a 100 W mercury arc lamp. Fluorescence associated with TSA-Cy3 was collected using the following filter sets: 528-553 excitation, 565 dichroic beamsplitter, and 600–660 emission. Images were acquired using the Spot RT System and Spot v4.6.4.6 software (Diagnostic Instruments, Inc., Sterling Heights, MI), saved in TIFF format, and processed using Adobe Photoshop v9.0.

## Supporting Information

Figure S1 Principal component analysis of microarray data.
(7.92 MB TIF) Click here for additional data file.

Table S1 Microarray sample information.
(0.02 MB XLS) Click here for additional data file.

Table S2 Macaque taste bud gene expression database of 2,382 genes.
(0.74 MB XLS) Click here for additional data file.

Tabe S3 Genes associated with the bottom fraction of circumvallate taste buds.
(0.03 MB XLS) Click here for additional data file.

Table S4 Genes associated with the top fraction of circumvallate taste buds.
(0.03 MB XLS) Click here for additional data file.

Table S5 Representation of 2,382 taste bud-associated genes by functional classification.
(0.02 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

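Gene expression was measured on 28 Affymetrix Rhesus Macaque Genome arrays of laser-captured tongue tissue of cynomolgus macaques. The first array set held 20 samples of 6 animals: CV taste buds and adjacent LE from 4 animals, and FG taste buds and adjacent LE from 6. The second set held 8 samples, the top and bottom fractions of CV taste buds of 4 other animals. Every sample was assigned to its tissue, papilla type and animal from its label before the values were examined, and no sample was left out.

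The deposited values are intensities, 1 per probe set and sample for 52024 probe sets, which the authors background corrected and quantile normalized with GC-RMA in GeneSpring over all samples together. The versions of that software are not given in the sources used here. The deposited intensities were checked to be on a linear scale and not log transformed, and the group means of the genes plotted in the paper have the size of its plotted bars. The fold changes in the tables of the paper were formed by the authors as ratios of group means.

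The values were log2 transformed. For every comparison, limma 3.58.1 in R 4.3.3 fitted a linear model to each probe set that reached 25 units, the minimum of the study, in at least 4 samples of the fit. The spread was moderated with its default empirical Bayes step, and p-values were adjusted by Benjamini-Hochberg over the tested probe sets. A probe set was counted as called at an adjusted p of at most 0.05 and a change of at least 5-fold in the fit, while single genes and members of gene lists were judged by the adjusted p alone. CV, FG and LE samples of the first set were fitted together with the animal as a fixed block, with all LE samples as 1 group, as in the study. A 4-group version of that fit separated LE by papilla type. It gave the comparison of LE adjacent to CV with LE adjacent to FG papillae and the interaction, which is the CV effect over adjacent LE minus the FG effect over adjacent LE. The top and bottom fractions were fitted alone with the animal as a fixed block. The fractions were compared with LE in a fit of all 28 samples with the animal as a random block. In that comparison the tissue groups are also the array sets, so that the effects of tissue and array set cannot be separated. The animal is the replicate throughout. Linear fold changes in the text compare the geometric means of the groups, outside the fits, with values under 25 raised to 25. They are lower bounds, given as "at least", where values of the dimmer group were raised and the ratio of arithmetic means is not smaller, and estimates otherwise.

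The pairing by animal comes from the sample labels. It was checked by correlating the deviations of samples from their group means. The mean correlation was 0.07 for CV taste buds and adjacent LE of the same animal and -0.02 for different animals, 0.05 and -0.01 for FG taste buds and LE, 0.09 and -0.02 for CV and FG taste buds, 0.09 and -0.02 for the LE groups, and 0.12 and -0.04 for top and bottom fractions.

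Probe sets were named by Table S2 of the study and, where it lists none, by the annotation of the array. Of Table S2, 1997 entries were used here and 384 were not used here. Of 1175 probe sets named in both sources, 755 carry the same symbol and 121 carry current symbols of different genes, which the text states beside the genes concerned. The annotation does not list 26707 probe sets. Genes were named in the text by a rule fixed before the data were examined: every gene the study names in the sentence or table concerned, whose values in its tables had been seen; the 10 largest changes with a symbol in each direction among those called and alike in every animal; and up to 4 members of each gene list with the largest called changes. A gene of Table S2 is represented by its probe set there, any other gene by its probe set with the highest mean log2 intensity over all samples.

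Before the data were examined, 32 gene lists were written down. They were tested with camera of limma at a preset correlation between genes of 0.01, with 1 probe set per gene, the brightest that the annotation of the array gives it and the study does not name otherwise, and adjusted over the lists of a comparison. The mean ratio of taste receptors between the fractions was tested by an exact sign-flip permutation over animals. Principal components were computed on centred log2 values.

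Arrays have no read depth, and their precision is limited by the number of animals and by background. Between 37.3% and 40.8% of probe sets reached 25 units in a sample. Correlations between arrays lay between 0.7316 and 0.9766, and no arrays held identical values.

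The fits were tested on simulated data with 50 probe sets changed at each of several known folds. At 8-fold, limma called 42 for CV vs LE, 43 for FG vs LE, 38 for CV vs FG and 33 for the top against the bottom fraction by adjusted p, and 21 for the interaction. At 3-fold it called 13, 27, 15, 16 and 3. Among unchanged probe sets it called 3, 14, 10, 3 and 10. In simulated data for the fractions against LE the animal effects were drawn at random and no difference between array sets was added. In simulated lists 1 shifted list was called and 0 of the others that share no member with it.

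Alternatives fixed before the data were examined changed 1 choice at a time: the block (none, or random), the filter (none, or 100 units), the test of the methods (with and without adjustment), the fold threshold (none, or 2-fold), low values raised to 25, arithmetic means, arrays centred on their median, a trended and robust variance prior, site-matched LE, and each animal left out in turn. The test of the methods is the exception, since it also takes linear values, arithmetic means and another filter and, unadjusted, drops the adjustment. For lists, an estimated correlation, the fry test and the mean of all probe sets were tried. Fry tests a list against no change, whereas camera tests it against the other genes, and ranges over alternative settings include both. An unpaired test with unequal variances on linear values was added after the p-values in the tables of the study had been compared with the deposited values. Of 72 p-values in its Table 1, 69 match that test within 0.0001 and 9 the paired test that the methods name, which is called the methods' t-test here. Dimmer probe sets of IGF1, IL1B, IL8, CXCL12, WNT5A, HOXA3 and HOXA10 are given after their values were seen. Some genes that the study names are not reported here. Immunohistochemistry and in situ hybridization were not analysed here. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared tables and figures.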

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

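The tests of taste cell share, connective tissue, leukocytes and handling stress below were chosen after the results they bear on were seen.

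Skeletal muscle genes set apart some of the epithelium beside fungiform papillae, a contrast between LE sites that the paper does not report. As a list of 8 genes they were lower in LE adjacent to CV than in LE adjacent to FG papillae (mean log2 change -2.50, adjusted p = 0.000113 from camera, 0.694 with an estimated correlation, and from 3.72e-06 to 0.694 over 10 alternative settings). Array intensity is argued against, since the difference after centring each array on its median was -2.72. Captured muscle fibres may be the source, a hypothesis that rests on a marker list, with a mean pairwise correlation between members of 0.88 over 10 LE samples. Without the sample of animal 3 described below it was 0.63 (0.12 to 0.88). All 8 genes reached 25 units on average in LE and 0 are in another list. MYL1 averaged 488.4 and MB 424.3 units. These averages include the sample of animal 3 described below, which was far above the others, and averages without it are not given here. A difference between the epithelia of the sites was not tested.

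By sample, the muscle genes had a geometric mean of 12.3 to 19.5 units in LE adjacent to CV papillae. Adjacent to FG papillae, animal 3 had 1250 units, far above the next highest of the 6 samples (70.5 units). Without animal 3 the list changed by -1.37 (adjusted p = 0.01).

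The NF-kB genes were lower in CV than in FG taste buds in 4 of 4 animals, with a mean difference of -2.25 (SD 0.52, -2.79 to -1.65). A single animal does not account for this, because the highest adjusted p without any one animal was 2.08e-08. Handling stress is argued against by the immediate early and stress genes, which differed by only -0.28 (SD 0.29, -0.49 to 0.15, 3 of 4 animals lower). Leukocytes in the FG samples stay open as a hypothesis from marker lists, with a difference of -0.58 (SD 0.44, -1 to -0.14) in 4 of 4 animals for the mean of the myeloid and lymphoid lists. Against them stands that the paper saw no leukocyte infiltrates in its taste bud sections and estimates that over 95% of the cells in the captured areas were taste cells. By itself the myeloid list was higher in CV taste buds in animal 1 (0.46), where the NF-kB genes had -1.65, and the lymphoid list differed by only -0.03 in animal 3, where they had -2.79. In FG samples the myeloid markers KIT, itself a taste bud gene, and TYROBP had 1136 and 890.8 units and the lymphoid marker PTPRC 239. Of 15 myeloid and 8 lymphoid markers, 12 and 5 reached 25 units in LE, and 10 and 3 did in FG samples. A difference between the papillae was not tested.

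Extracellular matrix genes were lower in the top than in the bottom fraction in 4 of 4 animals, with a mean difference of -1.51 (SD 0.32, -1.82 to -1.13; adjusted p = 0.165 with an estimated correlation, and from 5.48e-19 to 0.165 over 8 alternative settings). A lower share of taste cells in the bottom fraction stays open. As a mean, 4 lists of other cell types differed by -0.52 (SD 0.39, -0.90 to -0.02), and single lists varied between animals. The differentiated keratinocyte list differed by -1.9 in animal 10 but by -0.28 to 0.24 in the other 3, and the muscle list by -1.52 in animal 8 but by -0.91 to 0.26 in the other 3. The endothelial list and the Schwann cell and axon list were lower in 4 of 4 animals each. Connective tissue cells captured with the bottom fraction may contribute, a hypothesis from a fibroblast marker list that changed by 2.73 between bottom fraction and LE (adjusted p = 0.00677, 0.176 with an estimated correlation), a comparison that also compares the array sets. Of its 13 genes, 7 are also in another list, and 8 of the 11 on the array reached 25 units in LE, and in the bottom fraction MFAP5 had 4309 and DCN 3605 units. Matrix made by basal cells of the taste bud was not tested.

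Genes whose change from the adjacent LE differed between CV and FG taste buds were found by a test of the difference itself. With limma, 71 probe sets had a CV effect above the FG effect and 157 below it. The CV effect was higher for SPOCK1 by 6.62 (adjusted p = 0.0111), BMPR1B by 5.97 (0.000138), ERBB4 by 5.50 (0.00447), LGR5 by 4.99 (0.0417), ESRRG by 4.71 (0.00114), CHRNA10 by 4.52 (0.00042), DDC by 4.49 (0.0109), TAS2R13 by 4.15 (0.0078), HOXB3 by 4.03 (0.0332) and TAS2R43 by 3.35 (0.024). The difference was negative for CCL2 at -4.58 (adjusted p = 0.00881), TPH1 at -4.46 (0.0115), UBD at -4.13 (0.027), HTR3E at -3.85 (0.0116), SEMA3D at -3.57 (0.0431), EMILIN2 at -3.46 (0.0245), EFNB3 at -3.41 (0.0111) and SYT13 at -2.41 (0.0397). These values rest on the 4 animals with CV and the 6 with FG taste buds.

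Among gene lists the difference was 1.44 for bitter receptors (adjusted p = 0.00124, 0.241 with an estimated correlation, and from 0.000346 to 0.241 over 10 alternative settings). For chemokines and cytokines it was -2.15 (adjusted p = 0.0024, 0.0679 with an estimated correlation, and from 0.000559 with fry, a test against no change, to 0.0679 over 10 alternative settings). For the NF-kB genes it was -2.66 (adjusted p = 5.13e-08, 0.0679 with an estimated correlation, and from 1.6e-08 to 0.0679 over 10 alternative settings).

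The paper pools the epithelia of the sites, which differed. LE adjacent to CV papillae had 147 probe sets higher and 25 lower than LE adjacent to FG papillae. The transcription factor PAX1 was furthest above, at 7621 against 19.94 units (log2 change 8.61, adjusted p = 3.56e-08). CLDN10 (8.14, adjusted p = 0.000132), PCK1 (6.17, 0.0012), PLAC8 (5.75, 1.46e-05) and SPP1 (4.59, 0.000132) followed, in 4 of 4 animals each. The keratin KRT1 was furthest below, at 36.4 against 3076 units (-6.39, adjusted p = 0.00145), with NUP133 (-5.01, 0.0437), APCDD1 (-4.68, 0.00364), MT2A (-4.22, 0.034) and IFNAR2 (-3.90, 0.00929) next. Ribosomal protein genes changed by -0.35 as a list (adjusted p = 0.0378, 0.694 with an estimated correlation, and from 0.00924 to 0.694 over 10 alternative settings), a call lost without animal 1, 4 or 6. The higher count was 53 without animal 3 and 47 without animal 4 or 5. The lower count was 13 without animal 1, 11 without 3, 5 without 4 and 16 without 6.

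Samples far from the others of their group were sought in 96 groups, and 9 had one, where chance gives about 1 in 20, or 4.8. In FG taste buds these were CXCL14 at 7571 units in animal 5 (next 6240), the array median at 14.77 in animal 1 (next 14.1) and the first component score at 73.9 in animal 4, the lowest (next 83.5). In the top fraction they were TOP2A at 111.9 units in animal 9 (next 21.57), SHH at 2605 in animal 10 (next 1345) and the array median at 13.99 in animal 10, the lowest (next 14.28). The others were NCAM1 at 62.94 units in 1 LE sample of animal 4 (next 31.46), the immediate early and stress genes at 0.15 between CV and FG taste buds of animal 5 (next -0.39), and the muscle genes of animal 3 given above.

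The counts of called probe sets in 8 comparisons were set against other groupings of the same samples, but those against the adjacent LE alone were not. For CV vs LE, the real 3804 was matched by 1 of 100 groupings, itself, and the highest other gave 2703. That one kept 3 of the 4 CV samples together; groupings that kept fewer gave at most 69, and the 9 that part as many pairs gave at most 3 besides the real one. For FG vs LE the real 3306 was reached by 1 of 100, against 2797 for a grouping that kept 5 of the 6 FG samples, 642 for those keeping fewer, and 0 among the 8 that part as many pairs. CV vs FG gave 139, reached by 1 of 100 (highest other 8). CV top vs LE gave 4150, reached by 1 of 100 (1503), and CV bottom vs LE 3854, reached by 1 of 100 (1678). LE adjacent to CV vs LE adjacent to FG gave 172, reached by 1 of 100 (121, or 44 among the 8 that part as many pairs). CV top vs CV bottom gave 243, reached by 1 of 35 (highest other 0). If the pairing by animal is ignored, chance can be excluded for these counts over all groupings drawn. Within pairs the groupings are too few for a share under 0.05, so chance cannot be excluded there. The difference of effects gave 228, reached by 1 of 16 (highest other 0), also too few for a share under 0.05.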

How the results depend on the processing

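The unequal-variance test was chosen after seeing the data; the other alternatives were set before.

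Of 349 results for named genes, 285 passed the test of their comparison. Under every alternative run for single results, 279 of the 349 kept their side of the threshold and direction. These alternatives were no animal block, low values raised, each animal left out in turn and, for some genes, a brighter probe set. The other alternatives were not counted here. Fits in which a gene fell under the filter were not counted either. TAS2R13 and TAS2R16 between the fractions thus rest on 2 alternatives each. Over the alternatives counted, 2477 values kept side and direction, 152 lost the threshold, 22 gained it and 2 reversed. Both reversals were NCAM1 with its brighter probe set, at -0.55 for CV vs LE and -0.54 for FG vs LE. The cause was not tested.

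The fold threshold was varied for 4 comparisons and moved their counts by construction. By adjusted p alone, and with at least 2-fold, CV vs LE gave 5128 higher and 5043 lower, and 4865 and 3998. FG vs LE gave 5830 and 5552, and 5259 and 3725. CV vs FG gave 89 and 125 under each, and CV top vs CV bottom 355 and 310 under each. Values raised to 25 lowered the folds of dim probe sets and left 1538 higher for CV vs LE, 1353 for FG vs LE, 49 for CV top vs CV bottom, 1903 for CV top vs LE and 1592 for CV bottom vs LE.

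The methods' t-test uses each probe set's own spread, linear values, arithmetic means and another filter, so it changes several choices at once. For CV vs LE it called 1057 higher unadjusted, and 213 higher and 272 lower after Benjamini-Hochberg. For FG vs LE it called 1109 higher after adjustment. For CV vs FG and for CV top vs CV bottom it called 41 higher and 56 lower and 83 higher and 97 lower unadjusted, and 0 higher and 0 lower after adjustment, where limma had 2744 and 4375 at an unadjusted p under 0.05. Unpaired it called 1952 higher for CV top vs LE and 1352 for CV bottom vs LE. It gave 887 taste bud associated genes in CV taste buds, 24 site-specific genes for CV and 16 for FG, and 39 that differ by fraction and are higher in the bottom. The unequal-variance test gave 1064 higher for CV vs LE, 122 lower for CV vs FG, 893 genes in CV taste buds, 25 site-specific genes for CV and 39 higher in the bottom.

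With no filter CV top vs CV bottom gave 19 higher and 23 lower, and LE adjacent to CV vs LE adjacent to FG gave 16 lower. At 100 units CV vs FG gave 36 higher and CV top vs CV bottom 58 higher. Without the animal block LE adjacent to CV vs LE adjacent to FG gave 38 lower, and the block moved no other count of probe sets by more than 1.5 times. Counting probe sets in place of symbols gave 51 site-specific ones for FG and 94 higher in the bottom.

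Leaving out 1 animal at a time moved the smaller comparisons. For CV vs FG, 21 to 58 probe sets were higher (21 without animal 5, 24 without 4, 26 without 1, 30 without 3) and 25 to 91 lower (25 without animal 5, 42 without 4). For CV top vs CV bottom 0 were higher and 0 to 1 lower without any one animal, where 3 animals leave few degrees of freedom. For the LE sites 47 to 168 were higher and 5 to 19 lower. The counts against LE stayed between 2149 and 2448 higher for CV and between 2031 and 2302 for FG taste buds. For gene lists, 1 to 3 were higher and 2 to 5 lower for CV vs FG, 4 to 7 lower for CV top vs CV bottom, 0 to 1 higher and 1 to 3 lower for the LE sites, and 0 to 3 higher for the interaction.

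With an estimated correlation 1 list was lower for CV vs LE and 1 for FG vs LE, 0 were higher for CV vs FG, 0 higher and 0 lower for CV top vs CV bottom, 0 lower for the LE sites, and 0 higher and 0 lower for the interaction. Fry called 6 lower for CV vs LE, 17 higher and 6 lower for FG vs LE, 11 higher for CV top vs CV bottom, 0 lower for the LE sites and 3 higher for the interaction. The mean of all probe sets left 1 lower for FG vs LE and 5 higher for the interaction, and no block gave 1 higher for the LE sites and 2 for the interaction.

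The mean receptor ratio was 4.841 over receptors at 25 units or more in either fraction, a filter that can favour receptors with a large change. The filter also removes receptors near background, and which of these raised the ratio was not tested. The first component held 30.6% of variance with probe sets scaled to unit variance and 38% with no filter, and the second 8.8% and 7.6%. Where no cause is given, it was not tested. Signal over background limits these arrays: dim receptors such as TAS2R7 could not be tested.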

Differences from the paper's values

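The unequal-variance test and the comparisons of all probe sets of a gene were chosen after the values were seen.

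Most ratios in the paper's tables equal ratios of arithmetic means here. Of 319 ratios in Tables 1 to 5 with a probe set here, 275 lie within 1 percent and 287 within 1.5 times. Of the rest, 22 differ, which also takes a group at 25 units or more and a gap above the spread between animals, and the others are listed below. For 7 symbols no probe set is named here. Of 14 levels read from figures, 0 differ. The Table S2 column headed as FG over CV holds the ratio of CV over FG.

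Counts here are taken at the paper's 5-fold threshold, but at an adjusted p where the paper uses an unadjusted one. Site-specific genes for CV taste buds number 41 here and 23 in the paper. The count comes within 1.5 times under the methods' t-tests, unadjusted (24), and not with ratios of arithmetic means (38), probe sets in place of symbols (50) or no animal block (48). It also does with the unequal-variance test (25), which was chosen after seeing the values and drops 1 of the paper's 21 genes with a probe set here, FUBP1. Of those 21 genes 15 are called here by some probe set. TM4SF2, CMTM2, STC1 and THBS4 are also called by the methods' t-tests and by the unequal-variance test, THBS4 with arithmetic means, TM4SF2 and CMTM2 without an animal block, these and STC1 with values raised to 25, which drops PABPC5, and GRB14 by the unequal-variance test.

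Of the paper's 28 FG-specific genes with a probe set here, 20 are called. The methods' t-tests call 13. They drop EMILIN2, PTHLH, HTR3E, RGS4, MEGF10, SEMA3D, DUSP4 and ZMAT4 and gain IL1B. With values raised to 25, which drops RGS4, EFNB3 and ZMAT4, and with no filter, which drops PHLDB2, C16orf54 and CDYL2, 17 are called. IL1B is also called with arithmetic means and by the unequal-variance test, SLC25A18 without an animal block and by the unequal-variance test, and FGF19 by the unequal-variance test. The unequal-variance test drops 5 of the 28, ICAM1, CD274, NETO2, JARID1A and FRMD4A, which none of the settings compared here calls.

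For 4 genes another probe set of the same symbol gives the paper's ratios. EMILIN2 has 0.3724 for CV vs LE (paper 0.79), 4.479 for FG vs LE (paper 25.66) and 12.03 for FG vs CV (paper 32.46), and its other probe set MmugDNA.40164.1.S1_at 0.7906, 25.66 and 32.46. PTHLH has 9.071 for CV vs LE (paper 2.00) and 5.594 for FG vs CV (paper 23.47), and MmuSTS.3722.1.S1_at 2.003 and 23.47. DUSP4 has 16.92 for CV vs LE (paper 2.78), 45.32 for FG vs LE (paper 26.14) and 2.679 for FG vs CV (paper 9.40), and MmugDNA.41265.1.S1_at 2.78, 26.14 and 9.401. IGF1 has 2.525 for CV vs FG (paper 5.82, Table 4), and MmugDNA.7733.1.S1_at 5.821; its ratio to LE differs between the paper's Tables 2 and 4, and each matches one of these probe sets. Values raised to 25, set before the data were examined, bring FG vs LE of DUSP4 within 1.5 times (19.61) and leave the other 8 ratios apart.

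For 5 other genes with ratios that differ no single probe set named here gives the paper's ratios together. SEZ6L has 0.9958 for FG vs LE (paper 182 in Table 3 and 182.37 in Table 5) and 1.157 for FG vs CV (paper 217.50), and its probe set MmugDNA.19254.1.S1_at 54.02 and 52.8. FUBP1 has 4.037 for CV vs LE (paper 11.65), 3.863 for FG vs LE (paper 1.39) and 1.045 for CV vs FG (paper 8.40). CD274, under 25 units in most samples, has 2.448 for FG vs LE (paper 11.16) and 2.497 for FG vs CV (paper 12.43). NETO2 has 12.63 for CV vs LE (paper 1.74) and 1.319 for FG vs CV (paper 5.90). JARID1A has 1.174 for CV vs LE (paper 2.02), 1.462 for FG vs LE (paper 11.09) and 1.245 for FG vs CV (paper 5.48), and its probe set MmuSTS.2922.1.S1_at has 1.933 for CV vs LE. None of these 13 ratios comes within 1.5 times with values raised to 25.

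Other ratios lie over 1.5 times from the paper's without meeting the rule. ICAM1 and TAS2R40, each under 25 units in every sample, have 0.8902 for FG vs LE (paper 14.69) and 1.099 for FG vs CV (paper 13.88), and 0.6931 for CV vs LE (paper 1.11) and 0.7896 for FG vs LE (paper 1.31). For FRMD4A the ratios are 12.44 for CV vs LE (paper 3.30), 42.91 for FG vs LE (paper 17.72) and 3.449 for FG vs CV (paper 5.37), within the spread between animals, as are those of NETO2 for FG vs LE (16.66, paper 10.27) and IGF1 in Table 4 for CV vs LE (166.6, paper 39.61) and FG vs LE (65.98, paper 6.81). ICAM1 and FRMD4A have 1 probe set each among those named here, so none gives their ratios.

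Citing earlier work, the paper states that SHH is preferentially found at the base of taste buds. Its change between top and bottom fraction was 0.01 ± 0.24 (adjusted p = 0.984, 2 of 4 animals higher in the top), while the hedgehog target GLI1 was lower in the top (-2.20, adjusted p = 0.0252). The paper calls CXCL14 the taste bud gene with the highest expression. By fold it ranked first at both sites among named genes. By mean level among taste bud associated probe sets it ranked 9 of 2398 in CV and 12 of 2103 in FG taste buds. The highest there were C6orf15 (11150 units) and ALCAM (12390 units). In the top and bottom fractions it ranked 4 of 2981 and 8 of 2592. Levels of different probe sets also depend on the probes, so these ranks do not order genes by amount of RNA.

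The paper reports TAS1R2 as higher in FG than in CV taste buds, and the direction held in 4 of 4 animals without passing the test (CV vs FG -1.34, adjusted p = 0.159).

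GH1 and GHR are named together as expressed in taste buds. GHR was under the filter in every comparison run, and GH1 in whole taste buds, while GH1 was above LE in the bottom (2.73 ± 0.31, adjusted p = 8.88e-08) and the top fraction (1.22 ± 0.31, adjusted p = 0.00205). The paper lists RARRES2, C20orf114 and FZD4 as taste bud genes. None of the 3 passed in CV or FG taste buds, with -0.57, 2.11 (adjusted p = 0.0571) and 1.00 in CV, although C20orf114 passed in CV without an animal block, without animal 1 and with values raised to 25 (adjusted p from 0.00944 to 0.321 over 8 alternative settings). In the bottom fraction all 3 were above LE, by 3.23, 4.78 and 4.83, and in the top fraction C20orf114 (3.16, adjusted p = 0.00132) and FZD4 (2.94, adjusted p = 0.000134) were too, RARRES2 not (1.05, adjusted p = 0.0785). HOXA3 and HOXA10, also listed, were above LE in both fractions by a dimmer probe set (3.63 and 3.83 in the bottom, 1.20 and 2.32 in the top). Comparisons of the fractions with LE also compare the array sets. HOXA10 was lower in FG taste buds by the brighter one (-0.65, adjusted p = 0.0237, 5 of 6 animals lower, from 0.0161 to 0.645 over 8 alternative settings). WNT5A did not pass by its brightest probe set (-0.46 in CV and 0.56 in FG taste buds), while 2 others passed in FG taste buds (1.97 and 1.53).

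IL1B and FGF19 are given as specific to FG taste buds. IL1B gave -5.93 (adjusted p = 0.0649, lower in 4 of 4 animals) between CV and FG taste buds and passed by another probe set (-3.56, adjusted p = 0.0457). FGF19 gave -2.35 (adjusted p = 0.157) and passed without animal 4 (-3.51, adjusted p from 0.00771 to 0.56 over 8 alternative settings). The paper saw no significant leukocyte markers. LSP1, a leukocyte gene among the paper's own bottom fraction genes, was lower in the top fraction (-2.68, adjusted p = 0.0294). The myeloid list was lower in CV taste buds than in LE (mean -1.66, adjusted p = 0.0294 from camera). This list did not pass with an estimated correlation (adjusted p = 0.14). Its adjusted p ranged from 5.88e-05 with fry, a test against no change, to 0.14 over 10 alternative settings.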

Other observations

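Most tested genes of the immediate early and stress response were lower in taste buds than in LE, but their list did not pass with an estimated correlation. In CV taste buds 8 of 13 were lower, KLF6, IER2, JUNB, ATF3, GADD45B, DNAJB1, DUSP1 and KLF4, and HSPH1, a heat shock chaperone, was higher (mean log2 change -1.07, adjusted p = 0.00642 from camera, 0.107 with an estimated correlation, and from 3.33e-06 with fry, a test against no change, to 0.107 over 10 alternative settings). In FG taste buds 9 were lower, among them FOS, MYC and EGR2, and ZFP36 and HSPH1 higher (mean -0.82, adjusted p = 0.0108, 0.14 with an estimated correlation, and from 6.4e-06 with fry to 0.14 over 10 alternative settings). KLF4, JUNB, DUSP1, GADD45B, DNAJB1 and KLF6 were lower at both sites. The sites did not differ (mean -0.25, adjusted p = 0.435).

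Integrins of basal keratinocytes were higher in taste buds than in LE. ITGA6 and ITGB4 were higher at both sites, while TP63 was lower in FG taste buds, and the list of 3 genes did not pass in CV (mean 1.62, adjusted p = 0.425) or FG taste buds (1.39, 0.599). Between the fractions the list was lower in the top (mean -1.35, adjusted p = 0.0262, 0.231 with an estimated correlation, and from 0.00892 with fry to 0.231 over 8 alternative settings), where TP63 alone passed by itself. Interferon genes went both ways at each site, with IRF7 higher and MX2 and ISG15 lower, and the list did not pass in CV (adjusted p = 0.882) or FG taste buds (0.896) or between the fractions (0.132).

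Other lists did not pass as a whole against LE. Of 6 serous gland genes, LYZ and BPIFA1 were lower at both sites (adjusted p = 0.862 in CV and 0.174 in FG taste buds), and the list did not differ between CV and FG taste buds (mean 1.30, adjusted p = 0.0889). The endothelial gene CLDN5 was higher at both sites, with adjusted p = 0.517 and 0.617 for its list. CLDN5, EMCN, TEK and VWF were higher in the bottom fraction than in LE (mean of the list 1.77, adjusted p = 0.0926), a comparison that also compares the array sets. Among 14 mitochondrial genes SDHA and UQCRC1 were higher at both sites and NDUFS1 lower in FG taste buds (adjusted p = 0.918 and 0.868), and the fractions did not differ (adjusted p = 0.229). Ribosomal protein genes gave adjusted p = 0.919 and 0.851, with RPL32 higher and RPL8 lower at both sites, and -0.23 between the fractions (adjusted p = 0.107).

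Skeletal muscle genes were lower in CV than in FG taste buds as a list, with 0 of 8 called singly by limma, where 2744 of all tested probe sets had an unadjusted p under 0.05 (mean -1.56, adjusted p = 0.0293 from camera, 0.687 with an estimated correlation, and from 0.00906 to 0.687 over 10 alternative settings). Chemokines and cytokines were lower too (mean -1.61, adjusted p = 7.24e-05, 0.0158 with an estimated correlation). In the bottom fraction hormone genes were above LE (mean 1.63, adjusted p = 0.046, 0.0997 with an estimated correlation), a comparison that also compares the array sets.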
